# Injection of seminal fluid into the hemocoel of honey bee queens (*Apis mellifera*) can stimulate post-mating changes

**DOI:** 10.1038/s41598-020-68437-w

**Published:** 2020-07-20

**Authors:** W. Cameron Jasper, Laura M. Brutscher, Christina M. Grozinger, Elina L. Niño

**Keywords:** Reproductive biology, Transcriptomics

## Abstract

Honey bee queens undergo dramatic behavioral (e.g., reduced sexual receptivity), physiological (e.g., ovary activation, ovulation, and modulation of pheromone production) and transcriptional changes after they complete mating. To elucidate how queen post-mating changes are influenced by seminal fluid, the non-spermatozoa-containing component of semen, we injected queens with semen or seminal fluid alone. We assessed queen sexual receptivity (as measured by likelihood to take mating flights), ovary activation, worker retinue response (which is influenced by queen pheromone production), and transcriptional changes in queen abdominal fat body and brain tissues. Injection with either seminal fluid or semen resulted in decreased sexual receptivity, increased attractiveness of queens to workers, and altered expression of several genes that are also regulated by natural mating in queens. The post-mating and transcriptional changes of queens receiving seminal fluid were not significantly different from queens injected with semen, suggesting that components in seminal fluid, such as seminal fluid proteins, are largely responsible for stimulating post-mating changes in queens.

## Introduction

Managed honey bee (*Apis mellifera*) colonies provide an estimated $175 billion in pollination services for a large variety of crops worldwide with an estimated $14.6 billion value in the United States alone^1–3^. While the number of honey bee colonies has increased between 1961 and 2007^4^, the U.S. and some regions of Europe have exhibited high annual colony losses, with the U.S. experiencing an average annual loss of 33% recorded since 2006^5–13^. Premature queen loss is one of the top causes of colony loss reported by beekeepers both in the U.S. and in Europe^6,7,13^. Therefore, improving colony health and survivorship in large part will depend on understanding factors affecting queen health and productivity as well as investigating the role of drones (haploid male bees) on queen health.

A honey bee colony consists of a single egg-laying queen, hundreds to thousands of seasonal drones, and tens of thousands of sterile female workers^14^. Approximately 1 week after emergence as an adult, the queen will take one or more mating flights to large congregations of males called drone congregation areas (DCAs)^14,15^. Honey bee queens are polyandrous, which means they mate with multiple drones; queens have recently been reported to mate as many as 34–77 drones^16^. During copulation, drone semen is transferred to the queen’s oviduct where only 3–5% of each drone’s spermatozoa are stored in a specialized organ called the spermatheca^14,15,17,18^.

The process of mating initiates dramatic behavioral, physiological, and molecular changes in queens^19–24^. Behaviorally, mated queens become sexually unreceptive, as evidenced by the cessation of mating flights and their reduced attraction to light^14,25^. The ovaries of newly-mated queens begin activating and their ovarioles thicken and start to produce eggs, upon which the queens initiate egg-laying and continue to do so for the rest of their lives^26,27^. The amount and composition of pheromones the queen produces also changes after mating^21,28–36^. This results in greater elicitation of worker retinue response, which consists of licking and antennating the queen to distribute her pheromones throughout the colony^21,28–36^.

Investigations of molecular changes during the honey bee mating process have primarily focused on the transcriptional profiles of the brains, ovaries, and the fat bodies of queens that are instrumentally inseminated, naturally-mated, exposed to carbon dioxide (CO_2_), or both physically manipulated and exposed to CO_2_ as compared to virgin queens^37–42^. As such, the drastic behavioral changes queens exhibit after mating have been associated with regulation of vision-, immunity-, olfaction-, and metabolism-associated genes in the brain^37–40,42^. Virgin queens treated with CO_2_ resemble naturally mated queens in their post-mating behavioral (termination of mating flights) changes and brain transcriptional profiles^37,40,43,44^. Additionally, exposure to CO_2_ with or without physical manipulation of the vaginal tract promotes ovary activation and egg-laying behavior^40,43^. Queen behavior is also affected by the instrumental insemination process itself, where insemination with saline solution at a high volume or co-treatment of CO_2_ and physical manipulation promote termination of mating flights and ovary activation^40,41^.

Molecules in seminal fluid, a component of semen that does not contain spermatozoa, also likely influence post-mating changes in honey bee queens. The influence of seminal fluid and seminal fluid proteins (SFPs) on female fertility and behavior has been extensively studied in *Drosophila* and increasingly studied and supported in other insects, including mosquitos, crickets, ants, moths, and beetles^45–74^. In *Drosophila*, seminal proteins alone can initiate post-mating changes in females^46,60,64,70,72,75^. As is the case with other insects, the honey bee drone seminal fluid proteome contains multiple SFPs related to defense, energy production, metabolism, and signal transduction^76^. However, the mechanistic roles that drone SFPs have on post-mating changes specifically in honey bee queens are under-studied. While several prior studies^33,39,41,77^ have begun to reveal the impact of semen on queen mating and reproductive changes, they either did not attempt to isolate the effect of seminal fluid alone^39^ or did not attempt to fully remove the potential effects of anesthetizing agent and physical manipulation on the queen genital tract^42^, which have been shown to largely drive queen changes similar to those post-mating^40^.

In this study, we sought to further uncouple the effect of molecules in seminal fluid versus those associated directly with spermatozoa on behavior, physiological changes including pheromone production and both brain and fat body gene expression in queens (Fig. 1). Since our prior work clearly demonstrates there are confounding effects from CO_2_ narcosis and genital tract manipulation^40,43^, we opted to inject instead of instrumentally inseminate our experimental queens with semen or seminal fluid. While the biological relevance of this method in honey bees it is not yet known—it has yet to be determined if seminal fluid components naturally exit the reproductive tract of honey bee queens—injecting seminal fluid components into the hemocoel is a well-established method for examining post-mating changes in many other insects^78–87^. We then examined queen sexual receptivity (as measured by mating flight attempts, as the only time a young queen leaves the colony is when she is sexually receptive), queen ovary activation, gene expression patterns in the brain and fat body, and worker retinue response around experimental queens. We chose to examine gene expression in the brain in order to compare our results with other studies examining the effect of mating factors on queen brain gene expression^37–40,42^. The fat bodies were also examined because they are the primary energy storage and metabolic organ in the insect body (reviewed in^88^). After the queen mates, her fat body tissue permanently increases production of vitellogenin proteins as well as other nutrients to aid egg development^89^. Thus, it is important to understand the effects of seminal fluid or semen on fat body expression.

**Figure 1:**
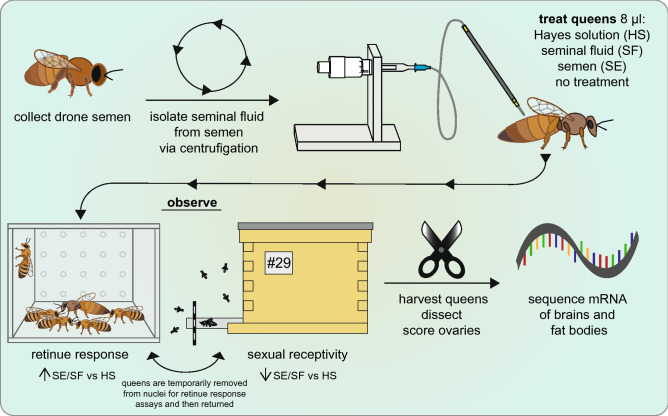
Procedure for queen experiments. Semen was first collected from ~ 300 drones. In order to isolate seminal fluid from semen, semen was centrifuged to pellet sperm. The seminal fluid-containing supernatant was then collected. Queens were injected between the second and third abdominal tergite with 8 µL Hayes solution (the semen diluent used), seminal fluid, or semen. A subset was left untreated (virgins). Queens were observed for mating flight attempts in small mating nuclei as an assay for sexual receptivity. A subset of those queens was taken from the mating nuclei and placed into a Plexiglass container where the number and frequency of workers performing retinue response to the queen were recorded. After the observation period ended, queens were harvested and dissected. Ovaries were scored for development and fat bodies and brains were collected for RNA extraction and RNAseq analysis. Parts of the figure were adapted with permission from Brutscher et al., Insects, 2019 under the Creative Commons Attribution 4.0 International Public License (https://creativecommons.org/licenses/by/4.0/legalcode).

Findings of our study suggest that hemocoel injection of molecules contained in seminal fluid, such as proteins, lipids, or sugars, are largely responsible for stimulating post-mating changes in queens. The results provide an important foundation for future studies that will elucidate complex factors and processes driving post-mating changes in a social insect, and from a practical perspective, could contribute towards reducing queen and drone-related colony losses.

## Materials and methods

### General queen rearing

The field poriton of the study was performed during June–August, 2013. Honey bee queens (*Apis mellifera carnica*) were reared at Pennsylvania State University (University Park, PA). The source colony used for queen grafting was headed by a single-drone inseminated queen (SDI; Honey Bee Insemination Services, Coupeville, WA). Young female larvae (~ 24 h-old) were grafted into commercially available queen cups (Brushy Mountain Bee Farm, Moravian Falls, NC) with royal jelly and placed in queenless colonies to be reared into queens by workers^90^. Since honey bees exhibit haplodiploidy, the queens used in this study were highly related with the average coefficient of relatedness (G) of 0.75. A week after grafting, sealed queen cells were placed in an incubator (32.5 °C and ~ 50% RH) where they remained for 48 h so as to prevent workers from tearing down the queen cells. Two days prior to their expected emergence, queen cells were placed into individual miniature mating nuclei with approximately 1,000 workers (*Apis mellifera ligustica* origin), one frame of young brood, one frame of honey and pollen, and one empty frame^21,30,38,40^.

### Preparation of injection material and queen injections

Hayes solution (0.15 M NaCl, 1.80 mM CaCl_2_, 2.68 mM KCl, 1.19 mM NaHCO3, adjusted to pH 8.7 using NaOH) was prepared as in Baer et al. (2009)^76^. One day before the injections (6 days after queen emergence), semen was collected from approximately 200 mature drones from three unrelated *Apis mellifera ligustica* colonies per standard instrumental insemination practices. As per standard instrumental insemination practices, semen was stored overnight at room temperature^91^.

On the injection day, seminal fluid was isolated from an aliquot of the semen as in Baer et al. (2009)^76^ except the semen was diluted with Hayes solution at a 1:1 ratio and centrifuged (25 min at 3,000 rpm) at room temperature. Centrifugation pelleted the sperm, while the supernatant contained seminal fluid and diluent. The seminal fluid-containing supernatant was then pipetted into a new tube. All queens were then marked on their thoraces with a marking pen (Dadant and Sons, Inc., Hamilton, IL), and their left wing was clipped to prevent mating flights. Queens were randomly assigned into one of four groups: Hayes solution-injected queens (HS, n = 13), semen-injected queens (SE, n = 16), seminal-fluid injected queens (SF, n = 15), and non-injected virgin control queens (V, n = 13). We did not examine naturally mated queens due to the complications of controlling the timing and frequency in which they would partake in mating flights and complete their mating cycles. To minimize confounding effects from the time of day in which the treatments were received, queens were collected from the mating nuclei in batches, each containing an equal distribution of each treatment group, throughout the day.

Queens were injected with 8 µL of their respective solution directly into the hemocoel (similar to what has been performed in many other insects^78–87^, but not previously performed on honey bee queens) between the second and third abdominal tergite with a pulled glass needle attached to the insemination instrument (Schley Compact Model II Instrument; Honey Bee Insemination Services, Davis, CA, US). We chose to inject queens with an 8 µL aliquot since this is the volume typically used during instrumental insemination^91^. No anaesthetic was used for injections since CO_2_ causes changes (e.g., ovary activation) in queens similar to those after mating^40,43,92,93^, and the effects of other anaesthetics including chilling have not been studied in detail. Although it appears that chilling does not have the same stimulatory effect of CO_2_, we cannot yet speak to any other potential negative effects (Brutscher, Niño unpublished data). After the treatment, queens were returned to their respective mating nuclei.

### Mating flight behavior

Mating nuclei were equipped with clear Plexiglas runways with queen excluder entrances^38^. This allowed the observer to be able to determine if the queen was attempting to take a mating flight (she would enter the runway and remain there for some time before returning to the colony), but prevent the queen from actually taking a flight. Behavioral observations started the day after the treatment (eight days post-emergence). Since queens take mating flights in the afternoon, each hive was observed every day for four days between 1–6 pm in ten-minute intervals for attempted mating flights. Only the queens surviving until the end of the experiment were used for statistical analyses. Chi-square analysis was performed in R^94^ to determine differences in the number of queens attempting mating flights or laying eggs among the three groups.

### Measurement of queen attractiveness to workers (retinue response)

Five days after the injections, a randomly selected subset of queens from each of the four treatment groups were collected and introduced into Plexiglas cages containing 30 seven-day-old workers. To obtain the workers for the retinue assay, frames of emerging brood (*Apis mellifera carnica*) were taken from one colony headed by a SDI queen (Honey Bee Insemination Services, Coupeville, WA) to control for variance in worker retinue response due to genetic variability^39^. Brood frames were placed in an incubator at 34.5 °C and 50% relative humidity until emergence. Groups of 30 one-day-old workers were placed in individual Plexiglas cages (10 × 100 × 7cm).

Cages were equipped with a patty of MegaBee pollen supplement (S.A.F.E. R&D, Tuscon, AZ), one 1.5 ml microcentrifuge tube with 50% sucrose–water solution, and one 1.5 ml microcentrifuge tube with water. Since worker adult behavioural maturation depends on the presence of queen pheromone^95^, we reared workers in the presence of 0.1 queen equivalent (Qeq) of synthetic QMP (Pherotech, Canada) which was placed on a glass cover slip and allowed to evaporate before it was introduced into a cage^30,77^. Synthetic QMP was replaced daily at approximately the same time of the day, and sucrose and water were replaced every other day. Cages were kept in an incubator at 34.5 °C and 50% RH for 7 days. At this time, queens were introduced into individual cages and allowed 1 h to adjust to the new environment. After the acclimation period, the number of workers antennating and licking the queen (retinue response) was recorded (Supplemental Table S1). Observations were repeated every 5 min over a 35 min period for a total of 8 observations. After the observations were completed, queens were returned back into their respective nuclei. They were collected on dry ice in the afternoon of the following day and transferred to a − 80 °C freezer until further processing. Retinue response data was log-transformed and a two-way repeated measures ANOVA followed by post-hoc pairwise t-tests with Bonferroni multiple testing correction was performed in R to evaluate the effect of the different treatments over time on worker retinue response.

### Tissue dissection and ovary evaluation

The head and thorax of individual queens were detached from the queen abdomen and stored at − 80 °C. Later, the queen heads were partially lyophilized and brains were dissected out on dry ice and preserved in RNAlater at − 80 °C until gene expression analysis. Queen abdomens were dissected on ice and in cold RNAlater solution (Qiagen, Valencia, CA). Eviscerated abdominal cuticles lined with fat body tissue were placed into individual Eppendorf tubes with RNAlater and stored at − 80 °C for gene expression analysis.

Spermathecae were examined to confirm that none of the queens were mated (a clear spermatheca indicates a virgin queen, while mated queens have spermathecae that appear white and opaque to tan and “marbled”). The level of ovary activation was determined for individual queens by assigning a score of 1 through 4 (1 = no development; 2 = larger ovaries, but without easily discernible ovarioles; 3 = easily discernible ovarioles, but no eggs; 4 = complete development, mature eggs present^38^ (Supplemental Table S1). To determine any differences in queen ovary activation among the groups, the Kruskal–Wallis Rank Sum test was applied to the data using the JMP 7.0 software (SAS, Cary, NC).

### RNA isolation

Abdominal cuticles and brain tissues were removed from the − 80 °C freezer and placed in 2 ml tubes containing RNAse-free beads and Qiazol (QIAGEN). Tissues were immediately homogenized using the Benchmark BeadBlaster at max speed (Benchmark Scientific, Edison, NJ). Brain tissues were homogenized for 30 s and abdominal cuticles were homogenized for 45 s, and both were chilled on ice for 30 s. RNA was then extracted using the standard methods and kit contents of the QIAGEN RNeasy RNA Extraction kit. RNA integrity^96^ was checked using the Experion Automated Electrophoresis System.

### Library preparation and sequencing

Libraries were prepared using the standard protocols and kit contents of the NEBNext Ultra RNA Library Prep Kit for Illumina. Concentration of input RNA was standardized for all samples. Libraries were sequenced on the Illumina HiSeq 2,500 (100 bp single-end) at the Vincent J. Coates Genomics Sequencing Laboratory at the University of California, Berkeley. Thirty-eight samples were distributed across six lanes and maximally diversified by tissue type, treatment, and batch. The raw reads are available at the GEO repository (GSE145395). An average of 29.7 million reads per sample were obtained with standard deviation of 5.8 million. Total read counts for each library are available in Supplemental Table S1.

### RNA-Seq analysis

Reads were filtered for quality using the cutadapt software package version 1.8.3^97^. Adapter contamination was removed and a minimum average quality score of 25 was required. The program FastQC was used to confirm that the resultant libraries maintained good sequence quality (> Q30) and that all adaptors were removed. Using FastQC^98^, it was also determined that many of the samples had redundant sequences, which were queried against the NCBI Nucleotide collection (nr/nt) using blastn^99^, for which they were identified as belonging to the Deformed Wing Virus (DWV) genome (GCA_000852585.1). Filtered reads were then aligned to the most recent build (Amel_HAv3.1) of the *Apis mellifera* genome^100^ and the Deformed Wing Virus genome (GCA_000852585.1) using Hisat2 version 2.1.0^101^ under default parameters. Reads were also aligned to the HoloBee Database v2016.1, a curated FASTA containing genomic sequences for honey bee-associated microbes and pathogens (https://data.nal.usda.gov/dataset/holobee-database-v20161), using Hisat2 version 2.1.0^101^ under default parameters to ensure no significant number of reads aligned to any pathogen genomes other than DWV. The average number of reads aligning to the *Apis mellifera* genome was 73% in brain samples and 52% in fat body samples (Supplemental Table S1). 

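In the counts that the authors deposited, each library, with the reads that HTSeq assigned to no gene included, held between 22535778 and 47369758 reads (38 libraries). The share of these reads that aligned to the bee genome was 74.4% ± 14.8 in brain samples (SD, n = 18) and 53.8% ± 25.6 in fat body samples (SD, n = 20). In fat bodies, 4.09% ± 0.606 of the reads were not aligned in virgin queens, 58.9% ± 5.74 in queens injected with Hayes solution (HS), 58.5% ± 7.48 in queens injected with seminal fluid (SF) and 63.3% ± 7.07 in queens injected with semen (SE) (SD, n = 5 each). In brains, 14.7% ± 14.1 were not aligned in virgin queens (SD, n = 5), 33.8% ± 12 in HS (SD, n = 5), 28.2% ± 19.2 in SF (SD, n = 3) and 26.6% ± 12.9 in SE queens (SD, n = 5).

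**Figure D1:**
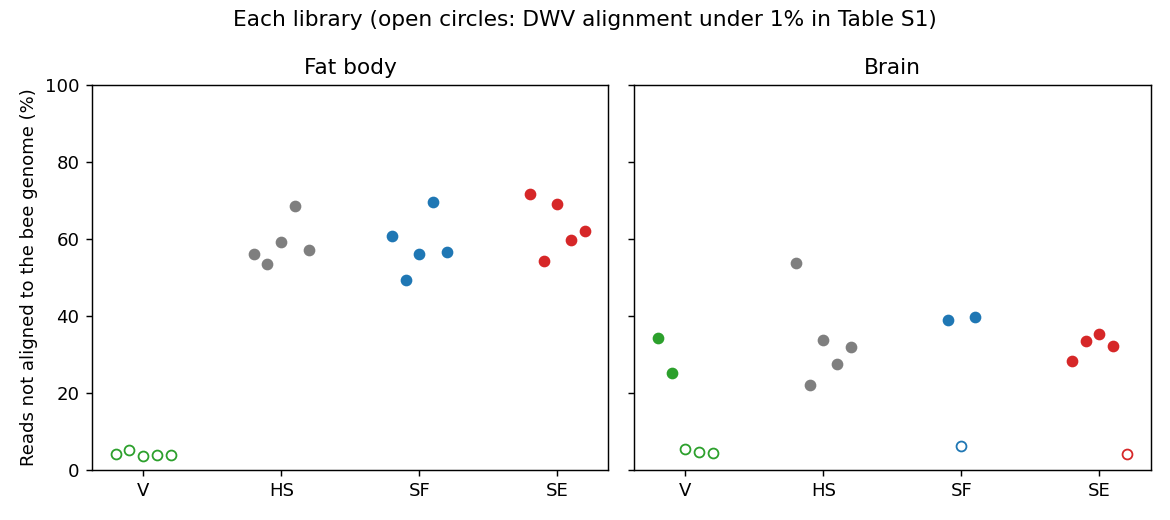
Percent of the reads of each library that were not aligned to the bee genome, by treatment, in fat bodies (left) and brains (right), with open circles for libraries whose DWV alignment in Table S1 is under 1%. The highest virgin fat body lies at 5.13% and the lowest injected one at 49.3%.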

DWV was the most prevalent and abundant virus throughout all samples; the average percent of reads aligning to the DWV genome was 19% in brain samples and 41% in fat body samples (Supplemental Table S1). A Kruskal–Wallis test was performed to determine if DWV alignment rates were associated with treatment in R.

Using reads from samples that aligned to the *Apis mellifera* genome, gene read counts were generated using the HTSeq software version 0.9.1^102^ with the -i Dbxref and -t gene options. Differential gene expression was assessed using the limma software package^103^ using default parameters (Benjamini–Hochberg correction; FDR < 0.05). Briefly, genes that had fewer than 20 aligned reads in each sample were filtered from analysis (min.count = 20). Read counts were then normalized via the default trimmed mean of M-values (TMM) method. Pairwise comparisons of gene expression were conducted between each treatment group (i.e., virgin queens (V), Hayes solution (HS), seminal fluid (SF), and semen (SE)) within each tissue type (i.e., brain and fat body) for a total of 12 comparisons (Table 1 and Supplemental Tables S2–S5). DEGs with Benjamini-Hochberg (BH) adjusted p-values < 0.05 were considered statistically significant. Multi-dimensional scaling (MDS) plots representing Euclidean distances between each sample was generated in Limma.

**Table 1:** Number of differentially expressed genes (FDR < 0.05) between pairwise comparisons of fat bodies and queens from three treatments: Hayes solution-injected queens (HS), queens injected with seminal fluid (SF), and queens injected with semen (SE).

	SF vs HS	SE vs HS	SE vs SF
**Fat body**			
UP	65	194	0
Down	66	148	0
**Brain**			
Up	404	54	194
Down	272	60	40

Upon initial differential expression analysis, there were no significant differences in gene expression in any of the comparisons in the brain. 

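All 18 brain libraries, from 5 virgin, 5 HS, 3 SF and 5 SE queens, were fitted together with edgeR over the 9057 genes that passed the filter. The comparison of SE with HS queens gave 2 DEGs, both lower in SE queens, and 977 genes with an unadjusted p under 0.05. Each of the other 5 comparisons gave 0 DEGs. The genes with an unadjusted p under 0.05 numbered 522 for HS, 364 for SF and 670 for SE against virgin queens. They numbered 822 for SF against HS queens and 662 for SE against SF queens. Among the alternatives that kept all 18 libraries, the one that moved these counts most was the log10 of the DWV percent of Table S1 as a covariate, with 140 DEGs between SF and HS, 112 between SE and HS and 107 between HS and virgin queens. Without the SF library SP16, 365 DEGs were found between SF and HS, 178 between SE and SF and 132 between SF and virgin queens.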

MDS analysis was performed to determine if the fat body and brain samples clustered by treatment. Data from retinue response, mating flight behavior, and DWV alignment rates were overlaid with the MDS plot, after which, it appeared that samples with DWV alignment rates < 1% (i.e., most virgin samples, one seminal fluid brain sample, and one semen brain sample) largely clustered together in both tissue types (Supplemental Fig. S1). There was no statistically significant difference in DWV alignment rates between the HS and SF and SE queens in the fat bodies or the brain (Kruskal Wallis; chi-squared = 19, df = 17, p-value = 0.3285; Kruskal–Wallis chi-squared = 16.699, df = 16, p-value = 0.4053). It does not appear that injection substance affected DWV infection status or that DWV infection status would greatly affect differential gene expression results between injection treatment groups. The majority of virgin queens, however, had little to no detectable reads aligning to the DWV genome, so injection regardless of substance may have made queens more susceptible to DWV infection^104^. Previous research has shown that infection with DWV causes changes in honey bee gene expression^105–109^. Thus, an additional differential expression analysis excluding samples with DWV alignment rates < 1% was performed. In this sample subset, there still was no statistically significant difference in DWV alignment rates between the HS and SF and SE queens in the fat bodies or the brain (Kruskal Wallis; chi-squared = 11.2, df = 13, p-value = 0.5941; Kruskal–Wallis chi-squared = 10, df = 10, p-value = 0.4405). 

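The DWV percentages of Table S1 were compared between HS, SF and SE queens with the treatment as the group, and each p was computed over all assignments of the libraries to groups of these sizes. In fat bodies the mean was 51.2% ± 2.8 in HS, 55.8% ± 6.8 in SF and 59% ± 6.6 in SE queens (SD, n = 5 each), with a Kruskal–Wallis chi-squared of 4.17 (exact p = 0.127). In the 11 brain libraries that the paper retained, the mean was 22.1% ± 6.22 in HS (SD, n = 5), 35.8% ± 0.453 in SF (SD, n = 2) and 27.9% ± 2.24 in SE queens (SD, n = 4), with a chi-squared of 7.12 (exact p = 0.0101). With the low-DWV brain libraries S83 and SP16 added, the chi-squared was 1.69 (exact p = 0.472). The share of reads not aligned to the bee genome gave a chi-squared of 1.82 in fat bodies (exact p = 0.444), 2.77 in the 11 brain libraries (exact p = 0.273) and 0.563 in 13 brain libraries (exact p = 0.788). These p-values were not corrected for the number of tests.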

The results from this revised RNAseq analysis are what will be presented and assessed in the results and discussion.

In order to visually compare DEGs lists in each treatment, Venn diagrams were created^110^. Venn diagram analysis was also performed to identify which DEGs from this study were also regulated in prior microarray and RNAseq studies examining queen post-mating changes^37–42^. Instead of NCBI gene IDs, available BeeBase (Amel_HAv3.1) accession numbers were used as common gene identifier for these analyses (Supplemental Tables S6–S8).

### Gene ontology

To further investigate the function of the DEGs that were regulated between SF and SE queens versus HS queens, OrthoDB v10.1 OGid identifiers were used to determine orthologs between the *Drosophila melanogaster* genome (GCA_000001215.4 Release 6 plus ISO1 MT) and the *Apis mellifera* genome (Amel_HAv3.1) because there is a greater amount of gene ontology information for *D. melanogaster* genes compared to *Apis mellifera*. OrthoDB determines orthology between species with a clustering of best-reciprocal-hits method^111^. There were 7,665 honey bee genes that were identified as orthologs to genes encoded by the fruit fly *D. melanogaster* genome (Supplemental Table S9). Of the 8,201 gene transcripts detected in the fat body samples, *D. melanogaster* orthologs were identified for 6,178 genes. Of the 9,030 gene transcripts detected in the brain samples, *D. melanogaster* orthologs were identified for 6,556 genes. DAVID 6.8^112^ was used to identify biological process, molecular function, and cellular component gene ontologies (-FAT classification level) of the available *D. melanogaster* orthologs of the DEGs from the following honey bee pairwise comparisons: fat body SF vs HS, fat body SE vs HS, brain SF vs HS, and brain SE vs HS (DEGs, their respective fly orthologs, and GO annotations are available in Supplemental Tables S2–S5). The term FAT represents a level of GO term specificity. DAVID’s classification system provides GO lists labeled from 1 to 5 (e.g., GOTERM_BP_1), with increasing specificity. DAVID 6.8 was also utilized to perform functional enrichment analysis, which consists of a modified Fisher’s exact test that produces an EASE score, on the individual DEG lists. The 6,178 *D. melanogaster* orthologs identified for the gene transcripts in the fat body transcriptomes (Supplemental Table S9) were used as the background for analysis of the fat body DEG lists and the 6,556 genes *D. melanogaster* orthologs identified for the gene transcripts in brain transcriptomes (Supplemental Table S9) were used as the background for analysis of the brain DEG lists. Gene ontology enrichment clusters were considered statistically significantly enriched if the EASE score was p < 0.05 after BH correction for multiple testing.

### Quantitative PCR (qPCR) validation of RNAseq results

Quantitative PCR was used to validate RNAseq differential expression results of four genes (i.e., *serine protease snake*, *LOC408643*, *antitrypsin*, and *LOC409674*) in fat body samples of Hayes-, seminal fluid-, and semen-injected queens. According to the RNAseq results, these four genes were observed to be upregulated in the fat bodies of seminal fluid- and semen-injected queens as compared to Hayes-injected queens. All qPCR reactions were performed in triplicate using 2 μL of cDNA as template. Each 10 μl reaction was composed of cDNA template, Thermo Scientific Maxima SYBR Green qPCR Master Mix (2X), and forward and reverse primers (600 nM each). No template and no RT enzyme negative controls were used in all qPCR analyses. A CFX384 Touch Real-Time PCR Detection instrument (BioRad) was used, and the thermocycler conditions included a pre-incubation at 95 °C (10 min) and 40 cycles of 95 °C (15 s), 55–60 °C (30 s), 72 °C (30 s), and a final elongation 72 °C (4 min). Primers were designed using Primer3Plus (Supplemental Table S10). The ribosomal protein 8, *Am rpl8*, was used as the housekeeping gene for qPCR^113^. Melt point analysis and 2% agarose gel electrophoresis was used to confirm qPCR specificity. The efficiency of each primer was calculated using qPCR assays of cDNA dilution series and plotting the log10 of the concentration versus the crossing point threshold (C(t)) values and using the primer efficiency equation, (10(1/Slope) − 1) × 100) (Supplemental Table S11). The fold change for each target gene (TG) was calculated using the ΔΔC(t) method in which ΔC(t) = TG C(t) − rpl8 C(t), and ΔΔC(t) = sample ΔC(t) − average Hayes-injected ΔC(t).

## Results

### Mating flight behavior

We assessed common proxies of queen quality and health in order to compare queens injected with either seminal fluid (SF) or semen (SE) to queens injected with Hayes solution (HS). Cessation of mating flights or sexual receptivity can be used as a behavioral proxy to determine if a queen has undergone changes associated with completion of mating. There was a significant difference in the percentage of queens from the different treatments attempting mating flights (chi-square (Pearson) = 10.526, df = 1, p < 0.005; Fig. 2, non-injected virgin control data is shown in Supplemental Fig. S2). While 100% of HS queens attempted mating flights during the observation period, only 62% and 73% of SF and SE queens attempted mating flights, respectively. There were no significant behavioral differences observed between SF and SE queens.

**Figure 2:**
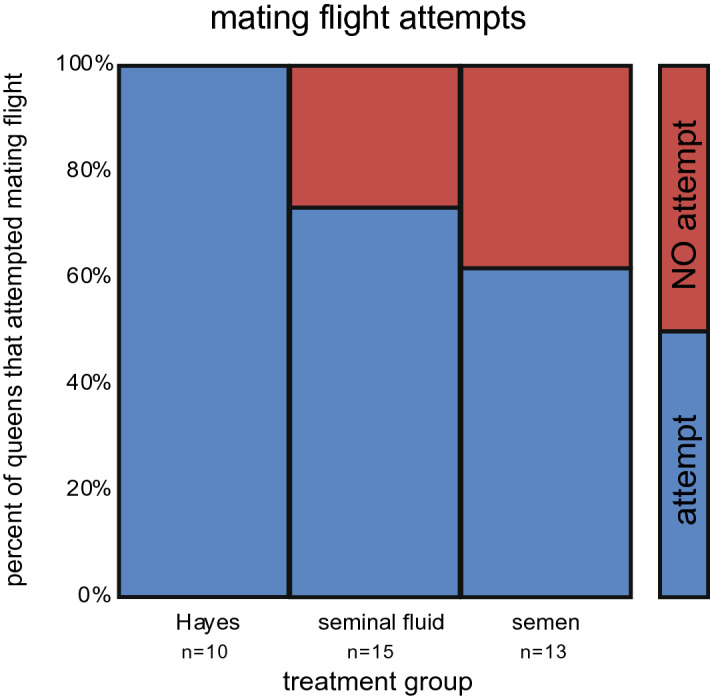
Queen Mating Flight Attempts (sexual receptivity). There was a significant difference in the percentage of queens from the different treatments attempting mating flights (chi-square (Pearson) = 10.526, df = 1, p < 0.005; Fig. 2). While 100% of HS queens attempted mating flights during the observation period, only 62% of SF queens and 73% of SE queens attempted mating flights. Blue represents queens that attempted a mating flight and red represents queens that did not attempt a mating flight.

### Measurement of queen attractiveness to workers (retinue response)

The number of workers forming a retinue around the queen is associated with the maturation of a queen’s pheromone profile and is a proxy of reproductive health^114^. SF and SE queens elicited greater worker retinue responses as compared to HS queens (Repeated measures ANOVA followed by post-hoc pairwise t-test; Bonferroni adj. p-values = 0.049, 0.019; Fig. 3, non-injected virgin control data is shown in Supplemental Fig. S3). There was no significant difference in retinue response between SF and SE queens (pairwise t-test; Bonferroni adj. p-value = 1).

**Figure 3:**
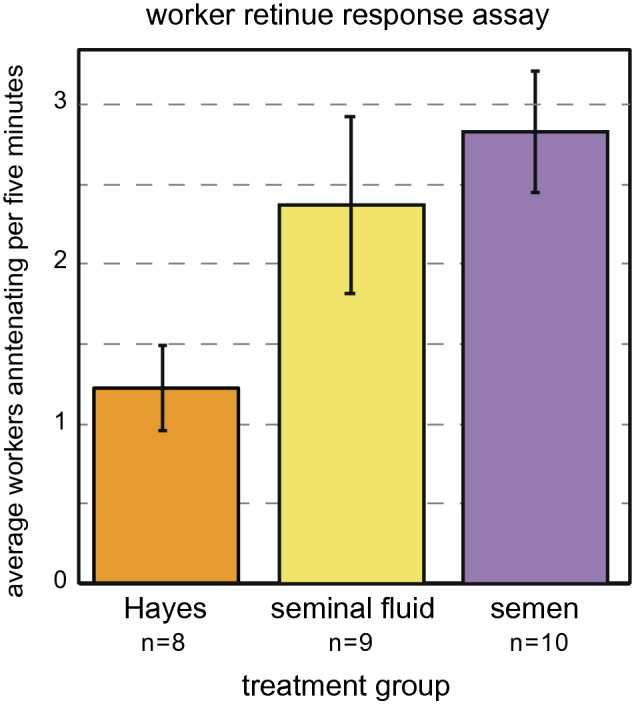
Worker retinue response assay. Workers were more attracted to both seminal fluid- and semen-injected queens compared to Hayes-injected queens (Pairwise t-tests; Bonferroni adj. p-values = 0.049, 0.019). Error bars represent standard error of the mean.

### Ovary activation

Injections had no observable effect on ovary activation during the study period; there were no significant differences in ovary scores between any of the four treatment groups (Non-parametric Kruskal–Wallis test; df = 3, Chi-square value = 1.29, P = 0.73; Supplemental Fig. S4).

### Gene expression and pathway enrichment

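Queens received 8 µL of Hayes solution, the diluent of the semen, of seminal fluid, or of semen. For the seminal fluid, semen was diluted with Hayes solution and the sperm pelleted, so that the supernatant held diluent as well. The paper gives no dilution for the injected semen, so the dose of seminal fluid may differ between SF and SE queens. The brain and the fat body of single queens were sequenced, and the authors deposited the raw number of reads that HTSeq counted on each of 12332 genes of Amel_HAv3.1, the genome build to which all gene positions refer. In the fat bodies of the 15 injected queens, between 4832119 and 13212533 reads per library were counted on genes. The median was 11217191 in HS, 8900358 in SF and 9403575 in SE queens (5 libraries each). Genes were retained by edgeR's filter at a minimum count of 20, and counts were normalized by TMM. The 3 injected groups of a tissue were fitted in 1 quasi-likelihood model, and genes with a Benjamini–Hochberg adjusted p under 0.05 were called DEGs. Values of single genes are TMM-normalized CPM. The libraries were sequenced on 6 lanes. In fat bodies, 2 of 6 lanes held both SF and HS libraries and 4 of 6 held both SE and HS libraries. These were too few libraries to repeat the comparisons within lanes.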

After excluding sample outliers based on visual Multidimensional Scaling (MDS) plot assessment and DWV genome alignment rates (see methods), a total of 15 fat body and 11 brain RNAseq libraries were analyzed for differential expression using Limma. After filtering out genes with fewer than 20 reads in each sample, transcripts from 8,201 genes were detected in fat bodies and transcripts from 9,030 genes were detected in brains.

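The edgeR filter retained 8201 genes in fat bodies and 9030 in brains, of which 8085 were retained in both. When at least 20 reads were required in every library, 7420 genes remained in fat bodies and 8416 in brains. Of the genes that the paper names, *calponin homology domain-containing protein* did not pass in fat bodies, where its highest count was 41 reads. The *SETMAR-like* gene (102656403) did not pass in brains, where its highest count was 11 reads.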

#### Differential expression in fat bodies

The analyzed set included five HS, five SF, and five SE samples. 

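In fat bodies, 136 genes differed between SF and HS queens, 69 higher and 67 lower in SF queens. Between SE and HS queens 303 genes differed, 122 higher and 181 lower in SE queens. The unadjusted p was under 0.05 for 1364 and 1688 genes. DESeq2 gave 342 and 666 DEGs. The sequencing lane as a covariate gave 5 and 64 DEGs, of which 5 and 63 were among those above. Lanes and treatments overlap only in part, so that these lower counts cannot tell lost power from a lane effect. With library sizes alone in place of TMM, 39 DEGs were higher and 152 lower in SF queens, and 63 higher and 202 lower in SE queens. Leaving out 1 library at a time gave from 41 to 377 DEGs for SF and from 76 to 612 for SE queens, and both were highest without the HS queen H74.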

SF and SE queens exhibited 131 and 342 DEGs, respectively, as compared to the HS queens (Table 1; Supplemental Tables S2–S3). However, there were no statistically significant DEGs between fat bodies from SF and SE queens. 

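The SE and SF fat bodies gave 0 DEGs with a smallest adjusted p of 0.899 (edgeR), and 438 genes had an unadjusted p under 0.05. All 11 alternatives and all 15 fits that left out 1 library also gave 0 DEGs. For the absence of DEGs between SF and SE fat bodies, the paper proposes that the timeframe of the differences was missed or that seminal fluid components alone drive the changes.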

MDS plots overlaid with treatment information, worker retinue response data, and mating flight data were created to determine how similar the individual expression profiles of fat body samples were to each other and to assess if worker retinue response or mating flight behavior drove gene expression (Fig. 4A). Overall, fat body samples tended to cluster by treatment, except for samples from SE queens, which had more diverse expression profiles.

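Distances between fat body libraries were computed as in the MDS plot, as the root-mean-square log2 difference over the 500 genes that differed most between each pair. Treatment accounted for a share R2 of 0.272 of the squared distances (PERMANOVA, exact p = 0.000642 over 756756 assignments of the libraries). With 1 set of 500 genes for all pairs, R2 was 0.302. The mean distance was 1.12 between HS, 1.31 between SF and 1.32 between SE libraries. HS libraries lay at a mean distance of 1.47 from SF and 1.4 from SE libraries, and SF libraries at 1.33 from SE libraries. The mean distance between SE libraries was 0.104 larger than that within the other groups (two-sided permutation p = 0.104 over 3003 assignments). The permutations moved the SE label over the mean distance of each library to its own group. These distances share pairs, so that this p treats dependent values as independent.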

**Figure 4:**
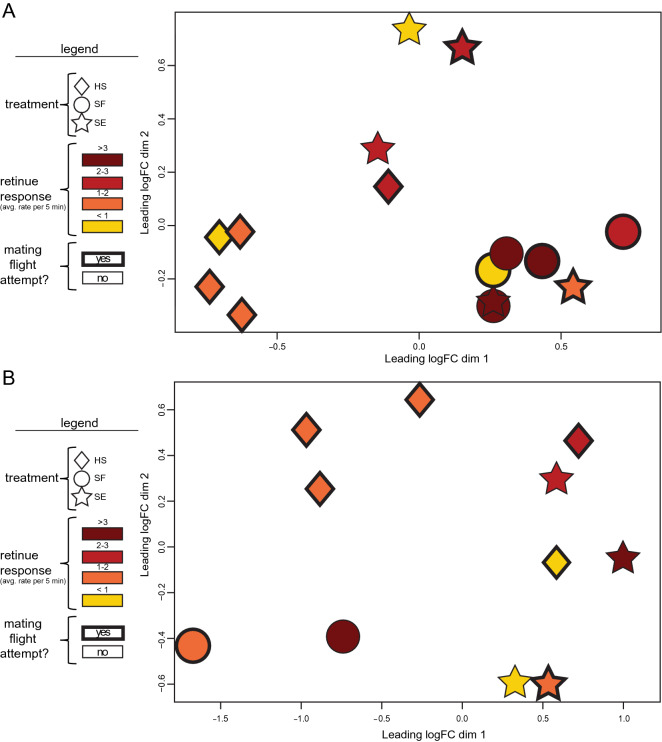
Multidimensional Scaling (MDS) plot of the top 500 expressed genes of (**A**) fat body samples and (**B**) brain samples generated with Limma in R. Distances between samples are approximations of typical (root-mean-square) log2-fold-change between the samples. Samples that are clustered closer to each other have less dissimilar expression profiles than samples that are located farther apart. Different shapes represent the different treatments: queens injected with Hayes Solution (HS), seminal fluid-injected queens (SF), and semen-injected queens (SE). Colors represent the average number of workers attenuating each queen per five minutes. Shapes with thick outlines represent queens that attempted a mating flight. (**A**) The expression profiles of fat body samples tended to cluster by treatment, and fat body samples from queens that were injected by semen or seminal fluid tended to cluster together. (**B**) The expression profiles of brain samples appeared to cluster by treatment except that SE queens were dispersed along the Y-axis.

To determine which DEGs were shared between SF and SE queens as compared to HS queens (Fig. 5A) we performed Venn diagram analysis. There were 91 shared DEGs, all of which shared the same directionality (Supplemental Tables S2, S3). 

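By edgeR, 89 fat body DEGs were shared, 36 higher and 53 lower than in HS queens, each in the same direction in SF and SE queens. A further 47 were DEGs in SF queens alone and 214 in SE queens alone, and all 261 of these also changed in the same direction. Over all genes tested, the log2 fold changes of SF and SE queens had a Pearson r of 0.807. This is across genes, which are not independent replicates, and both fold changes use the same HS libraries. With the HS libraries divided between the comparisons, the median r was 0.571 and the range 0.445 to 0.651 over 20 divisions. The fits with the lane covariate gave 5 shared DEGs and those with DESeq2 gave 219. Leaving out 1 library at a time gave from 30 to 262, the highest without the HS queen H74.

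**Figure D2:**
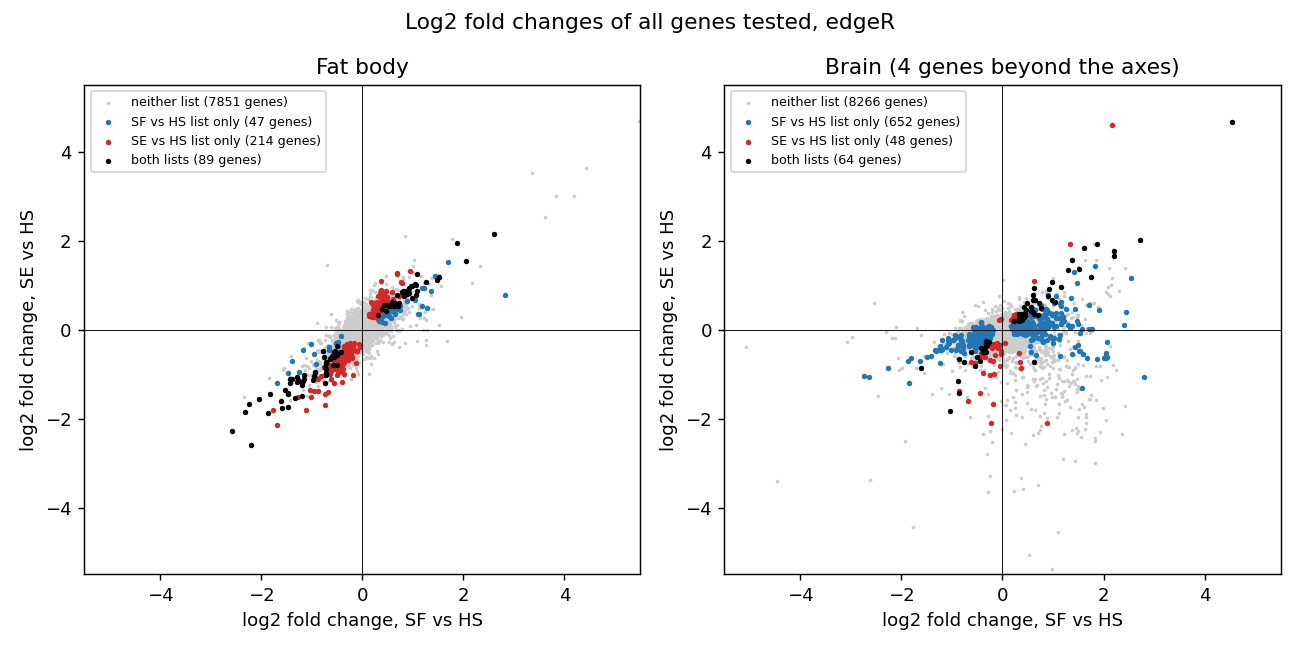
Log2 fold change of SF against HS queens (horizontal axis) and of SE against HS queens (vertical axis) for each gene tested in fat bodies (left) and brains (right), with colors for the DEG lists. The Pearson r across genes is 0.807 in fat bodies and 0.0906 in brains.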

Ten genes with the greatest increase in expression in SE and SF queens as compared to HS queens were *LOC410515* (410515), *serine protease snake* (724250), *odorant binding protein 14* (67767), *peroxidase* (409674), a non-coding RNA (ncRNA) (102654134), *antitrypsin* (100578030), *myrosinase 1* (411978), *guanine nucleotide-binding protein G(i) subunit alpha* (411704), *inorganic phosphate cotransporter-like* (413263), and *LOC100576760* (100576760) (Fig. 5A). 

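All 10 genes were higher than in HS queens after both injections, with log2 fold changes from 1.04 to 2.6 in SF and from 0.79 to 2.14 in SE queens. All but *antitrypsin* were DEGs in both comparisons, and 8 were among the 10 shared DEGs with the largest mean increase. *LOC410515* (chromosome 14, 7830535 to 7841278) had 0.884 ± 0.587 CPM in HS, 5.61 ± 2.55 in SF and 4.04 ± 0.577 in SE fat bodies (SD, n = 5 each). Against HS queens, the log2 fold change was 2.6 in SF (standard error 0.39, adjusted p = 0.00276, edgeR) and 2.14 in SE queens (standard error 0.40, adjusted p = 0.0103). *Myrosinase 1* (*LOC411978*, chromosome 6, 3664644 to 3671198) had 25.9 ± 9.16 CPM in HS, 62.3 ± 26.8 in SF and 54.7 ± 11.6 in SE fat bodies (SD, n = 5 each). It was called in SF queens in 9 and in SE queens in 7 of the 15 fits that left out 1 library. The ncRNA *LOC102654134* (chromosome 3, 2840754 to 2857935) had 1.32 ± 0.171 CPM in HS, 3.68 ± 0.809 in SF and 2.81 ± 1.21 in SE fat bodies (SD, n = 5 each). The *inorganic phosphate cotransporter-like* gene (*LOC413263*, chromosome 8, 12603686 to 12610248) had 33.7 ± 6.05 CPM in HS, 69.2 ± 7.03 in SF and 69 ± 7.69 in SE fat bodies (SD, n = 5 each), and it was a DEG in both comparisons (adjusted p = 0.000494 in SF and 0.000346 in SE queens, edgeR) and under all 11 alternatives.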

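Among the shared fat body DEGs that were lower than in HS queens, the log2 fold changes of *neprilysin-4*, *cysteine dioxygenase type 1*, *restin homolog*, *LOC100578611*, *4-coumarate–CoA ligase 1*, *LRRC15*, *WAS/WASL-interacting protein family member 3*, *crzr*, *cathepsin L1* and the *SETMAR-like* gene lay from -2.58 to -1.47 in SF and from -2.59 to -1.35 in SE queens. All 10 were DEGs in both comparisons, and 9 were among the 10 shared DEGs with the largest mean decrease. *Neprilysin-4* (*LOC724803*, chromosome 13, 4786042 to 4792308) fell from 6.32 ± 0.935 CPM in HS to 2.17 ± 0.562 in SF and 2.45 ± 0.636 in SE fat bodies (SD, n = 5 each). *Cysteine dioxygenase type 1* (*LOC726371*, chromosome 13, 4343820 to 4346994) fell from 112 ± 30.5 CPM in HS to 37.3 ± 11.3 in SF and 32.4 ± 10.7 in SE fat bodies (SD, n = 5 each). *4-coumarate–CoA ligase 1* (*LOC726040*, chromosome 13, 5750297 to 5759779) fell from 633 ± 275 CPM in HS to 175 ± 43 in SF and 172 ± 36.1 in SE fat bodies (SD, n = 5 each). The log2 fold change of *WAS/WASL-interacting protein family member 3* (*LOC100577667*, chromosome 9, 8542012 to 8544501) was -2.19 in SF (standard error 0.33, adjusted p = 0.00299, edgeR) and -2.59 in SE queens (standard error 0.35, adjusted p = 0.00117). *Restin homolog* (*LOC552453*, chromosome 2, 354541 to 359164) had the highest adjusted p of the 10 in SF queens, 0.0414 by edgeR, and was called there in 7 of the 15 fits that left out 1 library. *LOC100578611* (chromosome 2, 9115461 to 9355619) fell from 22.8 ± 9.16 CPM in HS to 6.43 ± 0.65 in SF and 8.36 ± 1.04 in SE fat bodies (SD, n = 5 each), with the SE queen S38 at 10.2 CPM, against 7.66 to 8.19 in the other SE queens.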

The genes with the greatest decrease in expression in SE and SF queens as compared to HS queens were: *neprilysin-4* (724803), *cysteine dioxygenase type 1* (726371), *restin homolog* (552453), *LOC100578611* (100578611), *4-coumarate–CoA ligase 1* (726040), *leucine-rich repeat-containing protein 15* (100576903), *WAS/WASL-interacting protein family member 3* (100577667), *corozonin receptor* (*Crzr*) (409042), *cathepsin L1* (410801), and *histone-lysine N-methyltransferase SETMAR-like* (102656403) (Fig. 5A).

**Figure 5:**
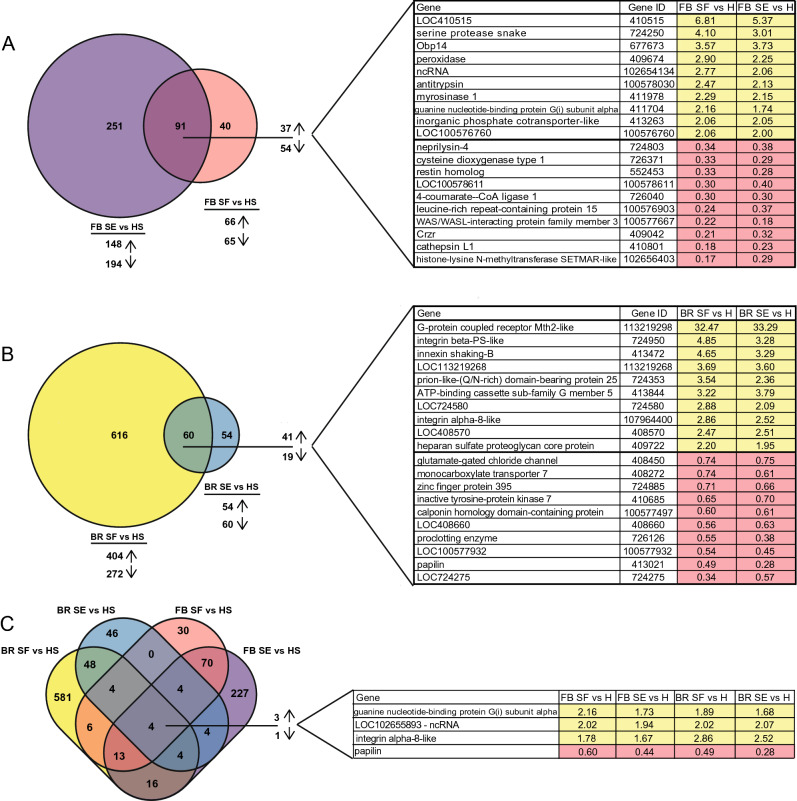
Venn diagram of differentially expressed genes (DEGs) in the brains and fat bodies of queens injected with semen or seminal fluid as compared to queens injected with Hayes solution. Numbers indicate number of DEGs and arrows represent number of DEGs that were upregulated and DEGs that were downregulated. (**A**) In the fat bodies, there were 131 DEGs in seminal fluid-injected queens (FB SF) as compared to Hayes-injected queens and there were 342 DEGs in queens injected with semen (FB SE) as compared to Hayes-injected queens (FB HS). There were 91 DEGs that were shared between the two pair-wise comparisons. The table displays the top ten upregulated DEGs and top ten downregulated DEGs with the greatest fold changes. (**B**) In the brains, there were 114 DEGs in queens injected with semen (BR SE) as compared to Hayes-injected queens and there were 676 DEGs in seminal fluid-injected queens (BR SF) as compared to Hayes-injected queens (BR HS). There were 60 DEGs that were shared between the two pair-wise comparisons. The table displays the top ten upregulated DEGs and top ten downregulated DEGs with the greatest fold changes. (**C**) Venn diagram analysis was performed to determine shared DEGs in the four pairwise comparisons: FB SF vs HS, FB SE vs HS, BR SF vs HS, and BR SE vs HS. There were four DEGs that were shared between the four pair-wise comparisons that exhibited the same direction in expression fold change. The table displays all shared DEGs and their respective fold changes in the four pair-wise comparisons.

#### Differential expression in brains

The analyzed set included five HS, two SF, and four SE samples. 

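The brain libraries left out were S83 from an SE queen and SP16 from an SF queen, with DWV alignment of 0.1% and 0.11% in Table S1, under the limit of 1% that the paper set. Their shares of reads not aligned to the bee genome were 4.05% and 6.08%. In the 11 libraries that remained, between 8699477 and 22557703 reads per library were counted on genes. The median was 15831160 in HS, 13876167.5 in SF and 16878321 in SE queens. The authors deposited these counts as for fat bodies, and the same filter, normalization and model were used. In brains, 1 of 5 lanes held both SF and HS libraries and 2 of 6 held both SE and HS libraries.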

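In the 11 brain libraries, 716 genes differed between SF and HS queens, 404 higher and 312 lower in SF queens. Between SE and HS queens 112 genes differed, 54 higher and 58 lower in SE queens, and between SE and SF queens 202 differed, 39 higher and 163 lower in SE queens. The unadjusted p was under 0.05 for 2435, 1748 and 2006 genes. With S83 and SP16 added, each comparison gave 0 DEGs, with 877, 1053 and 670 genes at an unadjusted p under 0.05. The DWV percent as a covariate in the 11 libraries gave 13, 46 and 1 DEGs, and DESeq2 gave 1180, 487 and 737. The DWV percent was 35.5 to 36.14 in SF, 13.38 to 27.96 in HS and 24.66 to 29.66 in SE brains. It thus separates SF from the other groups completely, and the lower SF counts with the covariate do not show DWV as their cause. With library sizes alone in place of TMM, 240 DEGs were higher and 604 lower in SF than in HS queens, 103 higher and 55 lower in SE than in HS queens, and 559 higher and 230 lower in SE than in SF queens. Leaving out 1 library at a time gave from 289 to 756 DEGs for SF against HS, from 42 to 132 for SE against HS and from 8 to 353 for SE against SF queens. Neither SF library was left out for the comparisons of SF queens, since 1 would have remained. From the clustering of samples with low DWV alignment and the known effect of DWV on gene expression, the paper reasons that these samples should be excluded.

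**Figure D3:**
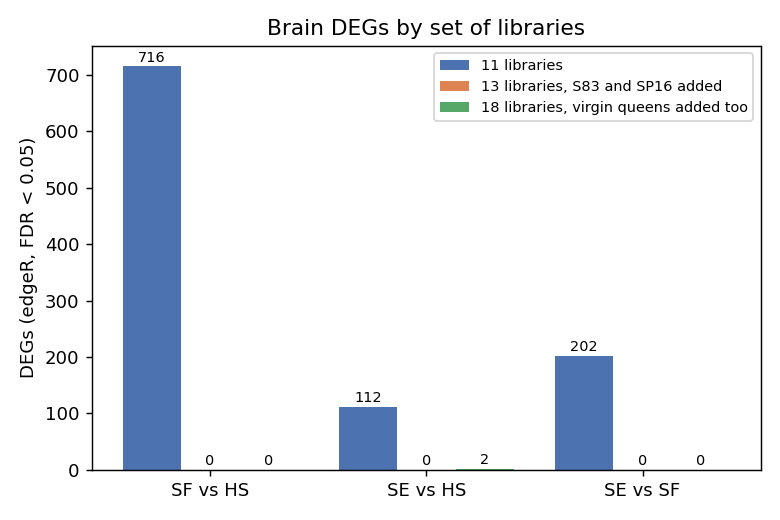
Number of brain DEGs for each comparison in the 11 libraries that the paper retained, in 13 libraries with S83 and SP16 added, and in 18 libraries with the virgin queens added as well. The comparison of SE with HS queens gave 112, 0 and 2 DEGs.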

SF and SE queens exhibited 676 and 114 DEGs, respectively, as compared to the HS queens (Table 1; Supplemental Tables S4, S5). MDS plots were generated to determine if individual expression profiles of brains samples clustered by treatment (Fig. 4B). 

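Distances between the 11 brain libraries were computed as for the fat bodies, and treatment accounted for an R2 of 0.416 (PERMANOVA, exact p = 0.00952 over 6930 assignments). With S83 and SP16 added, R2 was 0.222 (exact p = 0.156 over 72072 assignments). The mean distance was 1.66 between HS and 1.36 between SE libraries, and 1.39 between the SF pair. SE libraries lay at a mean distance of 1.72 from HS and 2.16 from SF libraries. The mean distance between SE libraries minus that within the other groups was -0.225, over all dimensions (two-sided permutation p = 0.0182 over 330 assignments). As in fat bodies, this p treats distances that share pairs as independent, and it may be too small. The spread along a single axis of the plot was not measured.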

Similar to the fat body samples, brain samples somewhat tended to cluster by treatment, except for samples from SE queens, which were spread farther along the Y-axis.

Venn diagram analysis on the brain sample subset was performed to determine which DEGs were shared between the brains of SF and SE queens as compared to HS queens (Fig. 5B). There were 60 shared DEGs, for which all shared the same directionality (Supplemental Tables S4–S5). 

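By edgeR, 64 brain DEGs were shared, and 63 of them changed in the same direction. *LOC724187*, singled out after its values were seen, had a log2 fold change of 0.63 in SF (standard error 0.16, adjusted p = 0.0414, edgeR) and -0.72 in SE queens (standard error 0.14, adjusted p = 0.0328). A further 652 were DEGs in SF queens alone and 48 in SE queens alone, of which 599 changed in the same direction with both injections. DESeq2 gave 213 shared DEGs. The count was 12 with virgin queens added, 8 with the DWV covariate, 4 with the lane covariate and 0 with S83 and SP16 added. The 11 libraries lie on 6 lanes, with H73 and S29 alone on theirs, so that the lane fit leaves few degrees of freedom. Its lower count cannot tell lost power from a lane effect. Over all genes tested in brains, the log2 fold changes of SF and SE queens had a Pearson r of 0.0906, across genes, which are not independent replicates. Both fold changes use the same HS libraries, and simulated brain data without any change had an r of 0.351 from this alone.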

The ten genes with the greatest increase in expression in SE and SF queens as compared to HS queens were *G-protein coupled receptor Mth2-like* (113219298), *integrin beta-PS-like* (724950), *innexin shaking-B* (413472), *LOC113219268* (113219268), *prion-like-(Q/N-rich) domain-bearing protein 25* (724353), *ATP-binding cassette sub-family G member 5* (413844), *LOC724580* (724580), *integrin alpha-8-like* (107964400), *LOC408570* (408570), and *heparan sulfate proteoglycan core protein* (409722). 

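All 10 genes were higher than in HS brains after both injections, with log2 fold changes from 1.16 to 4.55 in SF and from 0.95 to 4.68 in SE queens, and 8 were among the 10 shared DEGs with the largest mean increase. The *Mth2-like* receptor (*LOC113219298*, chromosome 16, 719511 to 721073) had 0.441 ± 0.47 CPM in HS (SD, n = 5), 9.22 ± 0.397 in SF (SD, n = 2) and 10.1 ± 2.98 in SE brains (SD, n = 4). Relative to HS queens, the log2 fold change was 4.55 in SF (standard error 0.54, adjusted p = 0.00236, edgeR) and 4.68 in SE queens (standard error 0.49, adjusted p = 0.00067). *Innexin shaking-B* (*LOC413472*, chromosome 6, 16708962 to 16731979) had 4.26 ± 0.596 CPM in HS (SD, n = 5), 19.7 ± 2.61 in SF (SD, n = 2) and 14.6 ± 3.06 in SE brains (SD, n = 4). *ABCG5* (*LOC413844*, chromosome 8, 7254371 to 7262356) had 4.1 ± 1.64 CPM in HS (SD, n = 5), 12.5 ± 5.87 in SF (SD, n = 2) and 14.5 ± 2.34 in SE brains (SD, n = 4). *LOC724580* (chromosome 11, 9448938 to 9455187) had a log2 fold change of 1.47 in SF (standard error 0.28, adjusted p = 0.016, edgeR) and 1.04 in SE queens (standard error 0.23, adjusted p = 0.0624), so that it was not a DEG in SE queens. *Integrin beta-PS-like* (*LOC724950*, chromosome 1, 19467724 to 19472728) had 14.1 ± 3.58 CPM in HS (SD, n = 5), 64.8 ± 2.6 in SF (SD, n = 2) and 44.4 ± 8.08 in SE brains (SD, n = 4), with the SE queen S27 at 56.5 CPM, against 39.8 to 40.8 in the other SE queens. With S83 and SP16 added, none of the 10 genes was a DEG in either comparison.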

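The genes *GluCl*, *monocarboxylate transporter 7*, *zinc finger protein 395*, *inactive tyrosine-protein kinase 7*, *calponin homology domain-containing protein*, *LOC408660*, *proclotting enzyme*, *LOC100577932*, *papilin* and *LOC724275* were lower than in HS brains after both injections. All 10 were DEGs in both comparisons, with log2 fold changes from -1.6 to -0.43 in SF and from -1.82 to -0.41 in SE queens. *LOC724275* (chromosome 2, 3887868 to 3909867) had 39.6 ± 9.79 CPM in HS (SD, n = 5), 13 ± 1.48 in SF (SD, n = 2) and 21.7 ± 1.51 in SE brains (SD, n = 4). *Monocarboxylate transporter 7* (*LOC408272*, chromosome 10, 11656882 to 11663367) had 60.2 ± 1.79 CPM in HS (SD, n = 5), 44.4 ± 0.334 in SF (SD, n = 2) and 36.9 ± 1.75 in SE brains (SD, n = 4). The log2 fold change of *proclotting enzyme* (*LOC726126*, chromosome 15, 7690528 to 7693016) was -0.86 in SF (standard error 0.15, adjusted p = 0.0138, edgeR) and -1.42 in SE queens (standard error 0.12, adjusted p = 0.000334). *GluCl* (chromosome 14, 5177026 to 5214539) had the smallest decreases, with 450.1 ± 27.4 CPM in HS (SD, n = 5), 334 ± 29.4 in SF (SD, n = 2) and 339 ± 29.6 in SE brains (SD, n = 4). With S83 and SP16 added, none of these genes was a DEG.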

The ten genes with the greatest decrease in expression were *glutamate-gated chloride channel* (408450), *monocarboxylate transporter 7* (408,272), *zinc finger protein 395* (724,885), *inactive tyrosine-protein kinase 7* (410685), *calponin homology domain-containing protein* (100577497), LOC408660 (408660), *proclotting enzyme* (726126), *LOC100577932* (100577932), *papilin* (413021), *LOC724275* (724275).

Another Venn diagram analysis was performed in order to identify DEGs between SF and SE as compared to HS queens that were shared in both tissue types (Fig. 5C) (Supplemental Tables S2–S5). 

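In the edgeR fits, 6 genes were DEGs in SF and SE queens against HS queens in both tissues, 5 higher and 1 lower. They were *integrin beta-PS-like*, *papilin*, *guanine nucleotide-binding protein G(i) subunit alpha*, *LOC410515*, *LOC102655893* and *integrin alpha-8-like*. Over the genes tested in both tissues, the log2 fold changes in fat bodies and brains had a Pearson r of 0.175 in SF and 0.211 in SE queens, across genes, which are not independent replicates. DESeq2 gave 22 genes in all 4 lists. The fits with the lane covariate gave 0, which cannot tell lost power from a lane effect.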

All four DEG lists shared four DEGs, which followed the same direction in expression change. Three of the shared DEGs were upregulated: *guanine nucleotide-binding protein G(i) subunit alpha* (411704), *LOC102655893*, which encodes a ncRNA (102655893), and *integrin alpha-8-like* (10796400). 

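*LOC102655893* (chromosome 15, 5916395 to 5917143) had 2.35 ± 0.619 CPM in HS, 4.62 ± 0.56 in SF and 4.66 ± 1.53 in SE fat bodies (SD, n = 5 each), and 3.53 ± 0.502 CPM in HS (SD, n = 5), 6.95 ± 1.16 in SF (SD, n = 2) and 7.35 ± 1.78 in SE brains (SD, n = 4). In fat bodies its log2 fold change was 0.98 in SF (standard error 0.23, adjusted p = 0.0414, edgeR) and 0.99 in SE queens (standard error 0.23, adjusted p = 0.0284), and 5 and 9 of the 15 fits that left out 1 library called it. *Integrin alpha-8-like* (*LOC107964400*, chromosome 5, 10705434 to 10710031) had 6.1 ± 1.08 CPM in HS, 10.8 ± 1.85 in SF and 10.4 ± 3.16 in SE fat bodies (SD, n = 5 each), and 8.25 ± 0.66 CPM in HS (SD, n = 5), 23.7 ± 5.98 in SF (SD, n = 2) and 21.3 ± 3.09 in SE brains (SD, n = 4). In fat bodies its log2 fold change was 0.83 in SF (standard error 0.19, adjusted p = 0.0414, edgeR) and 0.77 in SE queens (standard error 0.19, adjusted p = 0.0392), and 6 and 8 of these fits called it. In brains its log2 fold change was 1.52 in SF (standard error 0.15, adjusted p = 0.00115, edgeR) and 1.36 in SE queens (standard error 0.13, adjusted p = 0.000363).

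**Figure D4:**
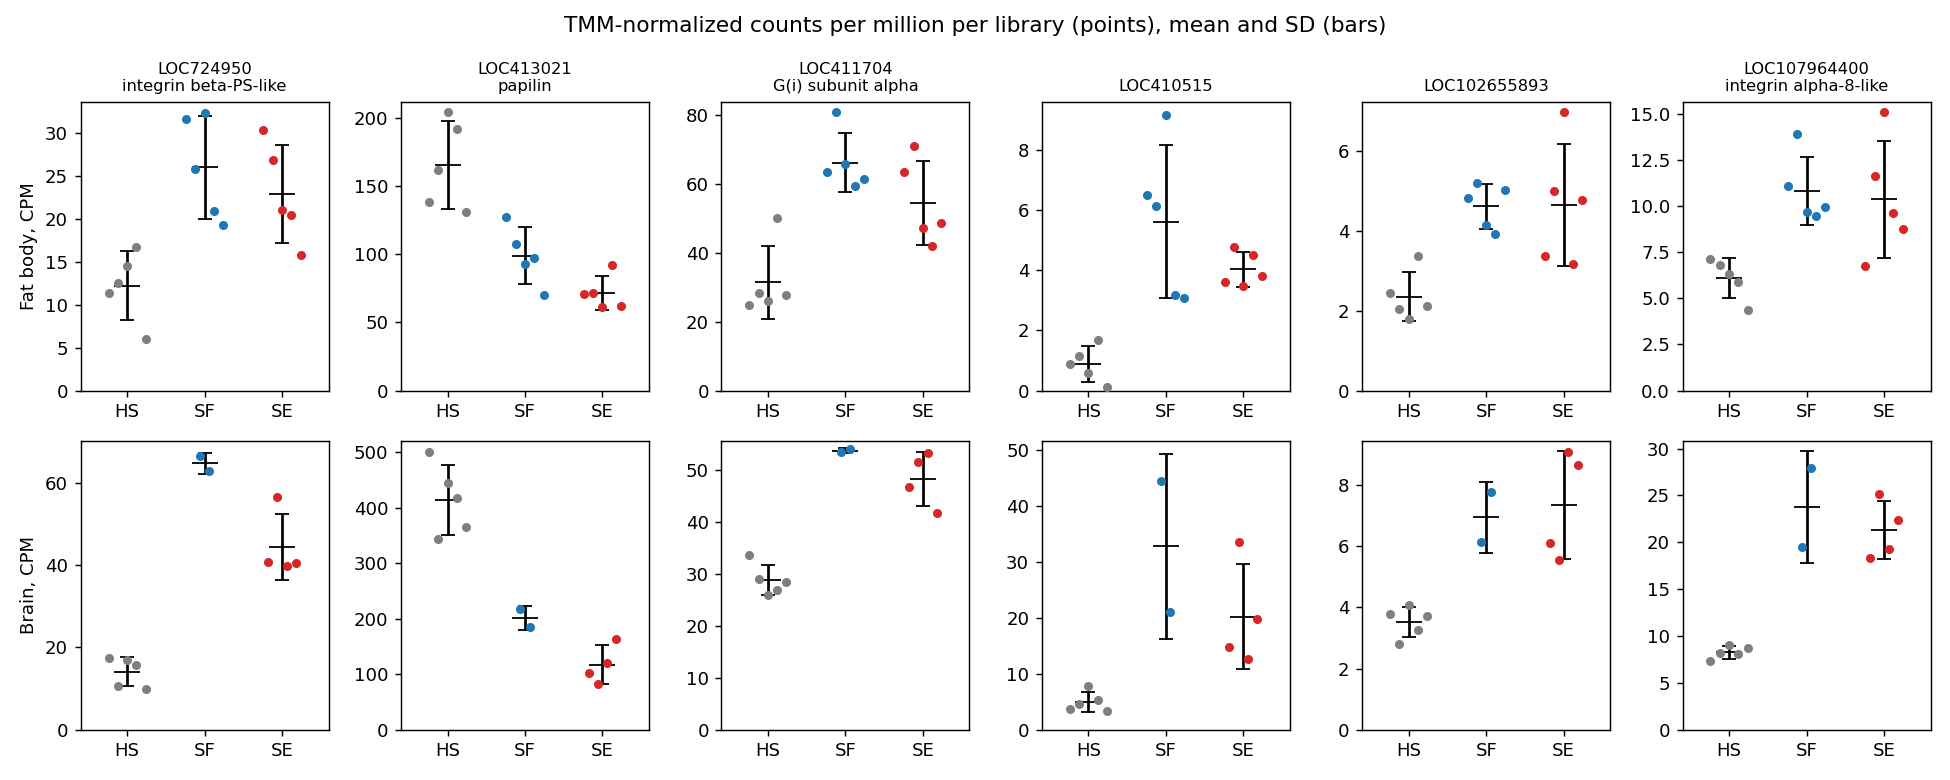
TMM-normalized CPM of the 6 genes that were DEGs in all 4 comparisons, in fat bodies (upper row) and brains (lower row), with points for libraries and bars for mean and SD. The SF brains are 2 libraries, so that their SD rests on 2 points.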

One of the shared DEGs was downregulated: *papilin* (413021).

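*Papilin* (*LOC413021*) lies on chromosome 5, 5157589 to 5286950. It had 166 ± 32.2 CPM in HS, 99 ± 21.1 in SF and 71.6 ± 12.3 in SE fat bodies (SD, n = 5 each). The log2 fold change there was -0.74 in SF (standard error 0.16, adjusted p = 0.0336, edgeR) and -1.21 in SE queens (standard error 0.16, adjusted p = 0.00117). In brains it had 414 ± 62.7 CPM in HS (SD, n = 5), 201 ± 22.5 in SF (SD, n = 2) and 117 ± 34.6 in SE brains (SD, n = 4). The log2 fold change there was -1.04 in SF (standard error 0.23, adjusted p = 0.0263, edgeR) and -1.82 in SE queens (standard error 0.19, adjusted p = 0.000613). Both differences were larger than the SD within groups.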

#### Gene ontology analysis in fat bodies and brains

The *Drosophila melanogaster* orthologs of the DEGs from the following comparisons were analyzed via DAVID for gene ontology and functional enrichment analysis: fat body SF vs HS, fat body SE vs HS, brain SF vs HS, and brain SE vs HS (DEGs and their respective fly orthologs and GO annotations are available in Supplemental Tables S2–S5). However, no statistically significant GO clusters were identified in either of the fat body DEG lists or in the brain SE vs HS DEG list (modified Fisher’s exact test, threshold of p < 0.05 after BH correction). Several GO clusters were identified in the brain SF vs HS list, including GO:0002181 ~ cytoplasmic translation (23 genes, BH adj. p-value < 0.05), GO:0005576 ~ extracellular region (44 genes, BH adj. p-value < 0.005), GO:0044445 ~ cytosolic part (27 genes, BH adj. p-value < 0.005),

GO:0022626 ~ cytosolic ribosome (23 genes, BH adj. p-value < 0.005),

And GO:0000502 ~ proteasome complex (13 genes, BH adj. p-value < 0.05).

### qPCR validation of RNAseq results

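By RNAseq, *antitrypsin* (*LOC100578030*, chromosome 11, 6468018 to 6485934) had 1856 ± 1052 CPM in HS, 4192 ± 729.7 in SF and 3568 ± 394 in SE fat bodies (SD, n = 5 each). Its log2 fold change was 1.18 in SF (standard error 0.26, adjusted p = 0.034, edgeR) and 0.94 in SE queens (standard error 0.26, adjusted p = 0.0514). Over the alternatives the adjusted p in SE queens ranged from 0.00601 to 0.104. *LOC408643* (chromosome 1, 24095499 to 24108221) had 109.5 ± 26.2 CPM in HS, 209.9 ± 50.8 in SF and 275 ± 104 in SE fat bodies (SD, n = 5 each). Against HS queens, the log2 fold change was 0.94 in SF (standard error 0.23, adjusted p = 0.0549, edgeR) and 1.33 in SE queens (standard error 0.24, adjusted p = 0.00822), and the adjusted p in SF queens ranged from 0.00473 to 0.488 over the alternatives. The HS queen H74 had 3700 CPM, against 1180 to 1600 in the other HS queens for *antitrypsin*, and 156 CPM, against 92 to 102 for *LOC408643*.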

Four genes (i.e., *serine protease snake*, *LOC408643*, *Antitrypsin*, and *LOC409674)* were upregulated in the fat bodies of SF and SE queens as compared to HS queens. The upregulation of these genes was validated using qPCR and the ΔΔC(t) method where *rpl8* was assayed as the housekeeping gene (Supplemental Fig. S5).

#### Transcriptome comparisons with prior work

DEGs from our RNAseq analysis were compared to the differential expression results from prior published works examining transcriptional changes in the brains, ovaries, or fat bodies of honey bee queens that have undergone natural mating, instrumental insemination, and exposure to physical manipulation or CO_2_^37–42^. We compared all DEG lists based on their available *Apis mellifera* Amel_HAv3.1 BeeBase accession numbers (Supplemental Tables S6). 72 of the 91 shared SE and SF fat body DEGs had BeeBase annotations and 52 of the 60 shared brain DEGs had BeeBase accession numbers. Since visual Venn diagram analysis was limited to comparing five lists at a time, a diagram was made of the shared brain DEGs, shared fat body DEGs, and three DEG lists from previously published works that had the greatest number of shared DEGs (Fig. 6 and Supplemental Tables S6–S8)^37,38,40^. There were no DEGs that were shared amongst the five lists. Notably, there were 21 shared DEGs between the shared FB DEGs and mated vs virgin queens from the Manfredini et al.^37^ study (Table 2).

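Of the genes listed in Table 2, all 18 were DEGs in both fat body comparisons, 2 higher and 16 lower than in HS queens. Adjusted over the list alone, 18 were DEGs, which shows no stability because the list was chosen from DEGs of these data. *LOC724126* (chromosome 16, 1891294 to 1895276) had 14.5 ± 2.8 CPM in HS, 31 ± 13.7 in SF and 34.6 ± 4.2 in SE fat bodies (SD, n = 5 each). The *trehalose transporter Tret1-like* gene (*LOC413575*, chromosome 1, 20451866 to 20473760) fell from 235 ± 21.1 CPM in HS to 84.5 ± 26.2 in SF and 85.8 ± 46.1 in SE fat bodies (SD, n = 5 each), with the SE queen S38 at 168 CPM, against 59 to 74.1 in the other SE queens. *Fatty acid desaturase 1-like* (*LOC726913*, chromosome 11, 12586489 to 12667091) fell from 352 ± 85.3 CPM in HS to 144 ± 24.4 in SF and 155 ± 47.3 in SE fat bodies (SD, n = 5 each). *Acetyl-CoA carboxylase-like* (*LOC552286*, chromosome 12, 7849643 to 7872822) fell from 498 ± 60.3 CPM in HS to 289.6 ± 34.1 in SF and 358 ± 42.2 in SE fat bodies (SD, n = 5 each). *Glucosinolate sulphatase* (*LOC411657*, chromosome 5, 10728956 to 10734880) had an adjusted p of 0.0472 in SF queens (edgeR), with the SF queen SP35 at 48.5 CPM, against 17 to 23.4 in the other SF queens. It was called in SF queens in 3 and in SE queens in 7 of the 15 fits that left out 1 library. *Synaptotagmin 20* (*Syt20*, chromosome 16, 1767494 to 1778077) was called in SF queens in 4 and in SE queens in 5 of them.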

**Figure 6:**
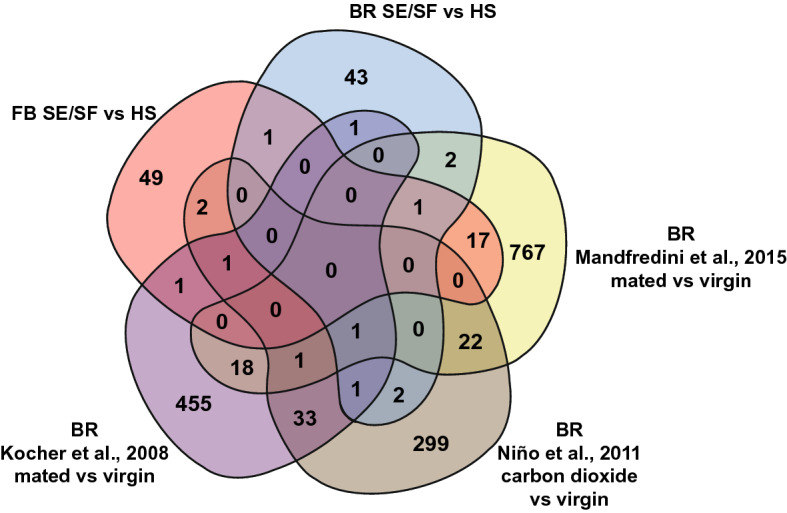
Venn diagram analysis of DEGs regulated in SF and SE queens as compared to HS queens and DEGs from previously published works. BR indicates that the tissue examined was brain and FB indicates that the tissue examined was fat body.

**Table 2:** DEGs shared between the fat bodies of SF and SE queens vs HS queens (this study) and the brains of mated vs virgin queens (Manfredini et al.^37^).

Shared genes with SF/SE vs HS in fatbodies		
BeeBase	Gene ID	Gene description
GB49363	412630	Scavenger receptor class B, type 5
GB48937	413575	Facilitated trehalose transporter Tret1-like
GB46223	677673	Odorant binding protein 14
GB44494	411657	Glucosinolate sulphatase
GB48269	100577569	Uncharacterized LOC100577569
GB46629	100577537	Uncharacterized LOC100577537
GB50889	551587	RNA-binding protein 38-like
GB40769	412458	Dehydrogenase/reductase SDR family member 11-like
GB40077	726040	Probable 4-coumarate–CoA ligase 3-like
GB50655	726371	Cysteine dioxygenase type 1-like
GB45034	726913	Fatty acid desaturase 1-like
GB46795	413021	Papilin-like
GB47668	409999	Lipase 3-like
GB55510	410801	Cathepsin J-like
GB54319	410052	Synaptotagmin 20
GB49336	552286	Acetyl-CoA carboxylase-like
GB44824	409042	Corazonin receptor
GB54315	724126	LOC724126

## Discussion

In this study, we examined the behavioral, physiological, and transcriptional responses of queens that were injected in the hemocoel with seminal fluid or semen in order to determine if components in seminal fluid alone contribute toward post-mating changes in honey bee queens. We found that injection with seminal fluid (SF) or semen (SE), containing both seminal fluid and sperm, reduces sexual receptivity and increases worker retinue response to queens as compared to queens injected with Hayes solution (HS) (Figs. 2 and 3). SF and SE queens also exhibited differential expression of more than a hundred genes in the fat body and brain as compared to HS queens (Table 1). However, we did not observe statistically significant changes in gene expression between the fat bodies of SF and SE queens, potentially because we missed the timeframe for observing these differences or because these changes are driven solely by seminal fluid components. Although we observed differences between SE/SF queens and HS queens, it is important to note that it has yet to be determined if seminal fluid components naturally exit the reproductive tract of honey bee queens, so the biological relevance of our hemocoel injection method in honey bees it is not yet known.

It is also important to remember that none of the queens in our study underwent ovary activation (Fig. 4), indicating that injection without CO_2_ sedation has no effect on ovary activation, or least not within the experimental timeframe. It also potentially indicates that seminal fluid or semen alone do not induce ovary activation, but future studies utilizing instrumental insemination without CO_2_ sedation will need to be performed in order to confirm this. However, our data corresponds with our earlier study in which greater ovary activation was not observed in queens inseminated with semen as compared to queens inseminated with saline solution, but greater insemination volumes resulted in greater ovary activation^41^. This suggests that ovary activation may be influenced more so by insemination volume or innervation of pressure sensors in the vaginal tract^41^.

We observed that mating flight attempts tended to be slightly lower and retinue response tended to be slightly higher (not significant) in SE queens as compared to SF queens. This suggests that while sperm could contribute to the reduction of sexual receptivity and modulation of pheromones resulting in greater attraction from workers, components in seminal fluid such as SFPs may have greater impact on both phenotypes associated with post-mating changes. Seminal fluid contains proteins, peptides, sugars, and lipids^114^. The role of seminal fluid and SFPs on female fertility and behavior and spermatozoa viability have been extensively examined in the model insect *Drosophila melanogaster* (*D. mel*) and less so in other insects, including crickets, ants, moths, and beetles^45–74,114^. The *D. mel* seminal fluid proteome contains specific proteins that reduce female sexual receptivity (i.e., sex peptide^86^), maintain spermatozoa viability (i.e., Acp29AB^115^), and promote uterine contractions (i.e., Acp36DE^116^) and ovulation (i.e., ovulin^117^). However, the honey bee genome does not encode homologs for any of these specific proteins^114^. Honey bee seminal fluid does maintain spermatozoa longevity, but the specific components in seminal fluid responsible have not been identified^58,118^. Interestingly, drone seminal fluid contains several odorant binding proteins and chemosensory protein 3^119,120^, which is also present in bee antennae and binds to fatty acids in order to influence behavior^121^. Odorant binding and chemosensory proteins may also aid in the solubilization and release of pheromones^122,123^. Thus, receipt of chemosensory protein 3 and odorant binding/chemosensing proteins from drone seminal fluid may induce changes in the queen brain that influence her sexual receptivity and pheromone production/release^119^. Similarly, lipids from drone seminal fluid may also influence queen post-mating changes, since reduced sexual receptivity in bumble bee queens is mediated by the receipt of fatty acids after mating^119,124,125^.

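In fat bodies *odorant binding protein 14* (*Obp14*, chromosome 15, 1924191 to 1926002) had 189 ± 13.9 CPM in HS, 693 ± 213 in SF and 727 ± 249 in SE fat bodies (SD, n = 5 each). Relative to HS queens, the log2 fold change was 1.87 in SF (standard error 0.23, adjusted p = 0.000674, edgeR) and 1.94 in SE queens (standard error 0.23, adjusted p = 0.000424), a difference larger than the SD within groups. Its brain values were 44.6 ± 9.43 CPM in HS (SD, n = 5), 234 ± 46.2 in SF (SD, n = 2) and 47.7 ± 32.6 in SE brains (SD, n = 4). This gave a log2 fold change in brains of 2.4 in SF (standard error 0.42, adjusted p = 0.0132, edgeR) and 0.10 in SE queens (standard error 0.36, adjusted p = 0.907) relative to HS queens, and -2.3 in SE relative to SF queens (standard error 0.44, adjusted p = 0.0442). The effect in brain minus that in fat body was 0.51 with SF (standard error 0.48, adjusted p = 0.654, interaction) and -1.84 with SE (standard error 0.43, adjusted p = 0.0606).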

While drone seminal fluid may provide queens with odorant binding proteins and chemosensory proteins that affect sexual receptivity and pheromone production, our SE and SF queens exhibited increased expression of *odorant binding protein 14* (*Obp14*) and decreased expression of *chemosensory protein 1* (*Csp1*) as compared to HS queens. *Obp14* also exhibited increased expression in the brains of mated queens as compared to virgin queens^37^. Odorant binding protein 14 can be detected in disparate tissues throughout the honey bee body, including the brain^37^, spermatheca^126^, and fat body (this study). Since *Obp14* was upregulated in the fat body (this study), it is possible that it has been coopted by unrelated tissues^127^ to engage in non-chemosensing processes. Odorant binding proteins also play a role in humoral immunity against bacteria and yeast in vertebrates^128^. Likewise, honey bees infected with viruses^129^ and *Nosema apis*^130^ exhibit increased expression of *Obp14*. *Csp1* has also been regulated in the fat bodies of queens inseminated with 8 μl of either saline or semen compared to virgins^41^, upregulated in the brains of queens that were physically manipulated and exposed to CO_2_ as compared to virgin queens^40^, and, according to three individual studies, upregulated in the brains of mated queens as compared to virgin queens^37–39^ (Supplemental Table S6). It is interesting that *Csp1* was downregulated in the fat bodies of SE queens in our study whereas it has been upregulated in the brains of mated queens^37–39^. 

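*Csp1* (chromosome 8, 6453930 to 6454392) had 86.4 ± 38.4 CPM in HS, 43.4 ± 9.99 in SF and 43.1 ± 16.4 in SE fat bodies (SD, n = 5 each). Its log2 fold change was -1.0 in SF (standard error 0.28, adjusted p = 0.0854, edgeR) and -1.01 in SE queens (standard error 0.28, adjusted p = 0.0538), so that it was not a DEG. Over the alternatives the adjusted p ranged from 0.0145 to 0.365 in SF and from 0.00874 to 0.15 in SE queens, and 4 and 5 of the 11 alternatives called it. In brains it had 54.7 ± 40.9 CPM in HS (SD, n = 5), 271 ± 50.9 in SF (SD, n = 2) and 100.4 ± 107 in SE brains (SD, n = 4) and was not a DEG (adjusted p = 0.184 in SF and 0.637 in SE queens, edgeR).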

Pheromones produced in the queen’s paired mandibular glands are largely responsible for causing behavioral and physical responses that workers exhibit when headed by a mated queen: increased worker retinue response, reduced rearing of new queens, reduced swarming, and inhibited ovary activation^131–139^. The Dufour’s gland, located near the dorsal vaginal wall, also elicits retinue responses in workers and modulates pheromone composition based on mating status^34,140,141^. Perhaps, due to tissue localization, brain Csp1 production is essential for queen mandibular gland pheromone modulation release whereas fat body-localized Csp1 may regulate Dufour’s gland pheromone composition and production.

There are a few caveats to our comparative analyses between our RNAseq results and those of other transcriptional studies examining the role of different mating factors on queen post-mating changes^37–42^. Importantly, the queens from these studies had different genetic backgrounds, samples were collected at different times post-treatment and times of the year, the studies used different techniques to “inseminate” or naturally mate, and the majority of prior studies^38–41^ utilized microarrays, not RNAseq, to analyze gene expression with the exception of ^37,42^. That said, out of the 91 shared DEGs between the fat bodies of SF vs HS and SE vs HS (Fig. 5), several of them were also regulated in prior transcriptome studies. For example, *peroxidase* (LOC409674) was upregulated in fat bodies. 

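*Peroxidase* lies on chromosome 15, 5238092 to 5250405 and had 6.03 ± 1.85 CPM in HS, 17.3 ± 4.81 in SF and 13.8 ± 2.88 in SE fat bodies (SD, n = 5 each). Against HS queens, the log2 fold change was 1.52 in SF (standard error 0.23, adjusted p = 0.00276, edgeR) and 1.18 in SE queens (standard error 0.23, adjusted p = 0.0132). In brains it had 399.6 ± 29.2 CPM in HS (SD, n = 5), 395 ± 35.2 in SF (SD, n = 2) and 386 ± 42.1 in SE brains (SD, n = 4) and was not a DEG (adjusted p = 0.937 in SF and 0.777 in SE queens, edgeR).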

The gene ontologies for the fruit fly homolog of peroxidase are oxidation–reduction process and response to oxidative stress (Supplemental Table S9). Similarly, queens exhibit increased expression of genes encoding for catalase, glutathione-S-transferase (GST), and superoxide dismutase 1 SOD1 in the spermatheca one year after mating, possibly as a mechanism to protect sperm that are stored in the spermatheca^142^. We observed *peroxidase* upregulation in the fat body, although it is unknown if peroxidases from the fat body would be utilized to preserve sperm in newly mated queens.

Similarly, *serine protease snake*, which was also upregulated in the fat bodies of SE and SF queens compared to HS queens, was also upregulated in the brains of queens exposed to CO_2_ and/or physical manipulation of the vaginal canal as compared to untreated virgin queens^40^, the fat bodies of queens inseminated with either 1 μl or 8 μl of semen or saline compared to untreated virgin queens^41^, and in two individual studies examining the brains of egg-laying queens or newly mated queens compared to virgin queens^38,39^. 

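*Serine protease snake* (*LOC724250*, chromosome 15, 3812648 to 3815066) had 9.27 ± 4.85 CPM in HS, 38.2 ± 22.7 in SF and 27 ± 8.56 in SE fat bodies (SD, n = 5 each). Relative to HS queens, the log2 fold change was 2.05 in SF (standard error 0.37, adjusted p = 0.00993, edgeR) and 1.53 in SE queens (standard error 0.37, adjusted p = 0.0344). It was called in SF queens in 15 and in SE queens in 8 of the 15 fits that left out 1 library. In brains it had 1.55 ± 0.498 CPM in HS (SD, n = 5), 8.18 ± 1.57 in SF (SD, n = 2) and 2.01 ± 0.707 in SE brains (SD, n = 4), with a log2 fold change of 2.44 in SF (standard error 0.31, adjusted p = 0.00284, edgeR) and 0.41 in SE queens (standard error 0.29, adjusted p = 0.465).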

Serine protease snake plays a role in protein degradation, development, and immunity in honey bees and insects^143^. Interestingly, serine protease snake is a protein found in male ant sperm that likely plays a role in sperm competition and degradation of rival sperm^62,144^. Subsequently, serine protease snake proteins are then degraded by spermathecal secretions from the ant queen^144^. Antitrypsin (also known as serpin 4), which was also upregulated in the fat bodies of SE and SF queens and previous transcriptional studies^38–41^, is another protease with roles in immunity and potentially in sperm competition^143,145^. Proteases are an enriched class of genes that are upregulated in *Drosophila* females after mating and are highly enriched in the spermathecal proteome, thus they may function in sperm storage or regulation of proteolytic pathways^146^. This suggests that serine protease snake and antitrypsin, in the context of honey bee queen fat bodies, could play a role in regulating sperm competition.

*Drosophila melanogaster* seminal fluid sex peptide is responsible for regulating sexual receptivity and egg laying behavior in females^86^. Sex peptide binds to and interacts with a G-coupled protein receptor, sex peptide receptor^147^, found to be located in ppk + /fru- neurons associated with the female *D. mel* reproductive tract^147–149^. 

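The gene for the sex peptide receptor (*LOC724225*) lies on chromosome 8, 12243859 to 12248389. In fat bodies of injected queens its highest count was 14 reads and its median 6, so that it did not pass the filter and a change was not tested. In brains between 26 and 89 reads per library were counted, or 3.13 ± 0.236 CPM in HS (SD, n = 5), 3.35 ± 0.322 in SF (SD, n = 2) and 3.58 ± 0.404 in SE brains (SD, n = 4), with the SE queen S38 at 2.98 CPM, against 3.73 to 3.86 in the other SE queens. The log2 fold change in brains was 0.09 in SF (standard error 0.16, adjusted p = 0.833, edgeR) and 0.19 in SE queens (standard error 0.13, adjusted p = 0.467), and 0 of 12 alternatives called it in either comparison.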

Although, *Apis mellifera* does not encode a homolog for sex peptide, it does encode a homolog (724,225) of sex peptide receptor, from which RNA transcripts were detected in the fat body and brain transcriptomes but were not differentially regulated in our study.

In *D. mel*, the sex peptide receptor requires guanine nucleotide-binding protein G(i) subunit alpha (Gα_i_) or guanine nucleotide-binding protein G(o) subunit alpha (Gα_o_) via the cAMP pathway for SP-induced activation^147^. 

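*Guanine nucleotide-binding protein G(i) subunit alpha* (*LOC411704*, chromosome 1, 14882852 to 14885879) had 31.4 ± 10.6 CPM in HS, 66.1 ± 8.5 in SF and 54.4 ± 12.3 in SE fat bodies (SD, n = 5 each), with the HS queen H74 at 50.1 CPM, against 24.9 to 28.3 in the other HS queens. The log2 fold change in fat bodies was 1.07 in SF (standard error 0.19, adjusted p = 0.00809, edgeR) and 0.79 in SE queens (standard error 0.19, adjusted p = 0.0322), and 8 of the 15 fits that left out 1 library called it in SE queens. In brains it had 28.8 ± 2.96 CPM in HS (SD, n = 5), 53.6 ± 0.463 in SF (SD, n = 2) and 48.2 ± 5.19 in SE brains (SD, n = 4), with a log2 fold change of 0.90 in SF (standard error 0.11, adjusted p = 0.00236, edgeR) and 0.74 in SE queens (standard error 0.09, adjusted p = 0.00181). With S83 and SP16 added, it was not a DEG in brains (adjusted p = 0.508 in SF and 0.352 in SE queens, edgeR), the highest values over the alternatives, which went down to 5.22e-11 and 2.14e-11. Of the 12 alternatives in brains, 11 called it in SF and 9 in SE queens. Of the 11 in fat bodies, 10 called it in SF and 9 in SE queens.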

In our study, *Gα*_*i*_ (411,704) was upregulated in the both fat bodies and brains of SE and SF queens as compared to HS queens (Fig. 5C). While Gα_i_ may have been engaging with multiple unrelated G-coupled protein receptors and signal transduction cascades, it is tempting to hypothesize that Gα_i_ plays a role in regulating sexual receptivity in queens. That said, *Gα*_*i*_ has not been observed to be regulated in queens in response to mating or mating stimuli in other studies, but sex peptide receptor was upregulated in mated queens and queens exposed to CO_2_ as compared to virgin queens^37^. Thus, the reduction of mating flight attempts/sexual receptivity in honey bee queens may only be partly due to activation of sex peptide receptor and its co-activators.

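The gene for the corazonin receptor (*Crzr*, 409042) lies on chromosome 1, 10198903 to 10212094 and had 69.3 ± 18.8 CPM in HS, 14.5 ± 4.24 in SF and 21.8 ± 3.63 in SE fat bodies (SD, n = 5 each). Its log2 fold change was -2.24 in SF (standard error 0.22, adjusted p = 8.63e-05, edgeR) and -1.67 in SE queens (standard error 0.21, adjusted p = 0.000696). All 11 alternatives and all 15 fits that left out 1 library called it in both comparisons. In brains it had 16.9 ± 11.3 CPM in HS (SD, n = 5), 31 ± 6.98 in SF (SD, n = 2) and 18.9 ± 23.2 in SE brains (SD, n = 4) and was not a DEG (adjusted p = 0.594 in SF and 0.948 in SE queens, edgeR).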

Along those same lines, *corazonin receptor* (*crzr*) was greatly downregulated in the fat bodies of SE and SF queens as compared to HS queens. While *crzr* is not well characterized in honey bees, the corazonin neuropeptide ligand and its receptor have been identified in insects, crustaceans, and ticks^150^. Corazonin contributes toward initiating the ecdysis behavioral sequence and suppresses silk production in moths^150^ and is predominantly expressed by workers in social insects^151^. *Harpegnathos* workers that convert into reproductive gamergates downregulate corazonin and corazonin inhibits vitellogenin expression and egg-laying in *Harpegnathos* and *Drosophila*^151^. This indicates that reduction in *crzr* expression in our experimental queens may have inhibited corazonin in preparation for ovary activation and subsequent egg-laying.

Several of the genes that were regulated in SE and SF queens as compared to HS queens play a role in photoreceptor-related activities in *D. mel*. 

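*FATP4* (*LOC408564*, chromosome 16, 6635505 to 6644798) had 282 ± 103 CPM in HS, 92.6 ± 30.9 in SF and 92.9 ± 24 in SE fat bodies (SD, n = 5 each), with the HS queen H74 at 105 CPM, against 299 to 370 in the other HS queens. Against HS queens, the log2 fold change was -1.61 in SF (standard error 0.29, adjusted p = 0.00957, edgeR) and -1.6 in SE queens (standard error 0.29, adjusted p = 0.00878). *Cathepsin L1* (*LOC410801*, chromosome 2, 16003282 to 16024268) had 34.9 ± 14.5 CPM in HS, 5.85 ± 2.06 in SF and 7.12 ± 1.66 in SE fat bodies (SD, n = 5 each). Relative to HS queens, the log2 fold change was -2.58 in SF (standard error 0.31, adjusted p = 0.000674, edgeR) and -2.27 in SE queens (standard error 0.30, adjusted p = 0.00117).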

For example, *fatty acid transport protein 4* (*FATP4*) and *cathepsin L1* were downregulated. *FATP4* is needed for photoreceptor neuron survival^152^ and cathepsins play a role in endocytosis-mediated retinal degeneration^153^. While these genes were not regulated in a prior study examining the loss of photoreception in mated honey bee queens^42^, the regulation of these genes in our study suggests their role in reducing queen phototaxis and sexual receptivity.

Many of the fat body and brain RNAseq libraries had high numbers of reads that aligned to the Deformed Wing Virus genome which may have confounded our differential gene expression results. However, considering that our results found significant differences in DWV alignment rates between virgin queens and injected queens but not amongst injected queens, we are confident in our results from comparing SE and SF to HS queens. 

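The DWV alignment of Table S1 averaged 0.14% ± 0.01 in virgin fat bodies (SD, n = 5) and 55.3% ± 6.22 in injected fat bodies (SD, n = 15). The exact two-sided permutation p was 6.45e-05, the smallest that 15504 assignments allow. In brains it averaged 10.6% ± 14.7 in virgin (SD, n = 5) and 22.6% ± 11.7 in injected queens (SD, n = 13; exact two-sided permutation p = 0.0906). For the share of reads not aligned to the bee genome, the exact two-sided permutation p was 6.45e-05 in fat bodies, with 60.2% ± 6.7 in injected queens (SD, n = 15). In brains it was 0.0528, with 29.7% ± 13.3 in injected queens (SD, n = 13). From a difference between virgin and injected queens and none among injected queens, the paper concludes that it can be confident in the comparisons of SE and SF with HS queens. Tested here by treatment, DWV percent differed among injected queens in the 11 retained brain libraries (Kruskal–Wallis, exact p = 0.0101, uncorrected). No such difference was found in fat bodies (exact p = 0.127) or in 13 brain libraries (exact p = 0.472).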

DWV is considered ubiquitous in honey bee colonies^154^, so it is difficult to obtain DWV-free research samples.

## Conclusions and future directions

Our data indicate that injection of seminal fluid into the hemocoel induces several post-mating changes that are observed in naturally mated queens (i.e., reduced sexual receptivity, increased worker retinue response, and differential fat body and brain gene expression)^38,39^. Together with prior findings, our current results help further our understanding of mechanistic processes of honey bee queen mating and reproduction and provide a foundation for future studies. For example, this study provides potential queen gene targets (e.g., *carozonin*, *peroxidase*, *Gα*_*i*_) for dsRNA or siRNA gene knockdown in order to further examine their roles in shaping queen reproductive phenotype (e.g., egg-laying behavior and sperm viability in the spermatheca).

It will be important to determine if the non-protein portion of honey bee drone seminal fluid influences queen post-mating changes and to identify what specific metabolites are involved. One basic approach may involve fractionating seminal fluid into a protein fraction and a non-protein fraction as in Ram et al., 2005^155^ and testing their effects on queen post-mating changes. In two cricket species, *Teleogryllus commodus* and *Acheta domesticus*, seminal fluid-provided prostaglandins that reduce sexual receptivity and promote oviposition in recipient females^156,157^. It is not known if prostaglandins are present in drone seminal fluid or influence queen post-mating behavior, but they do play a role in honey bee immunity^156^. Additional studies using metabolomics or peptidomics approaches could be important towards elucidating how non-protein molecules in seminal fluid molecules may affect queen health and reproduction.

The proteome is the best characterized of the possible biomolecules in honey bee seminal fluid, and there is greater evidence for the role of proteins in female insect post-mating changes. The seminal fluid proteomes of different genetic lineages of bees exhibit different relative abundances and post-translational modifications of SFPs^158^. These naturally occurring differences in seminal fluid proteomes could be exploited to test their differential effects on queen reproductive phenotype. Furthermore, specific SFPs and their functions could be identified via fractionation of proteins (e.g., ion chromatography) and testing their individual effects^120^. In addition, advances in RNAi mediated gene knockdown^147^ honey bee CRISPR-Cas9 gene knockdown techniques^159^ will be important for identifying both drone and queen genes important for initiating post-mating changes and subsequent colony health.

While the proteins in the drone seminal fluid proteome have been identified, their target female tissues have not been identified. While our experimental queens were injected into the hemocoel, it has not yet been established if honey bee seminal fluid components exit the reproductive tract as they do in *D. mel*. Thus, in addition to determining the roles of specific SFPs on honey bee queen post-mating behavior and physiology, it will be important to determine the queen tissues, molecular targets, and receptors that interact with SFPs to induce these post-mating changes. Studies in *D. mel* have determined that SFPs transit from the reproductive tract into the hemolymph^160,161^ through the posterior vaginal wall of the female reproductive tract^162,163^. The specific female receptors to which *D. mel* SFPs bind are not well characterized, but Western blot analysis has determined that SFPs can traverse to the hemolymph and localize in the uterus, oviduct, sperm storage organ, ovaries, and even on mature oocytes and laid eggs^68,75,117,155,160,162^. Perhaps, through the development of honey bee SFP-specific antibodies, Western blot analysis can be used to determine queen SFP targets. This is indeed an exciting time in honey bee science and more targeted studies on queen reproduction are likely to contribute to reducing queen-related colony losses.

## Supplementary information

Supplementary figure 1

Supplementary figure 2

Supplementary figure 3

Supplementary figure 4

Supplementary figure 5

Supplementary tables

## Data Availability

The RNAseq datasets generated during the current study are available in the GEO repository (GSE145395). Behavioral datasets generated during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Injection of seminal fluid into the hemocoel of honey bee queens (Apis mellifera) can stimulate post-mating changes
**Source:** Sci Rep. 2020 Jul 20;10:11990. doi: 10.1038/s41598-020-68437-w
**Supplement:** Supplementary file 1 — Supplementary figure 1

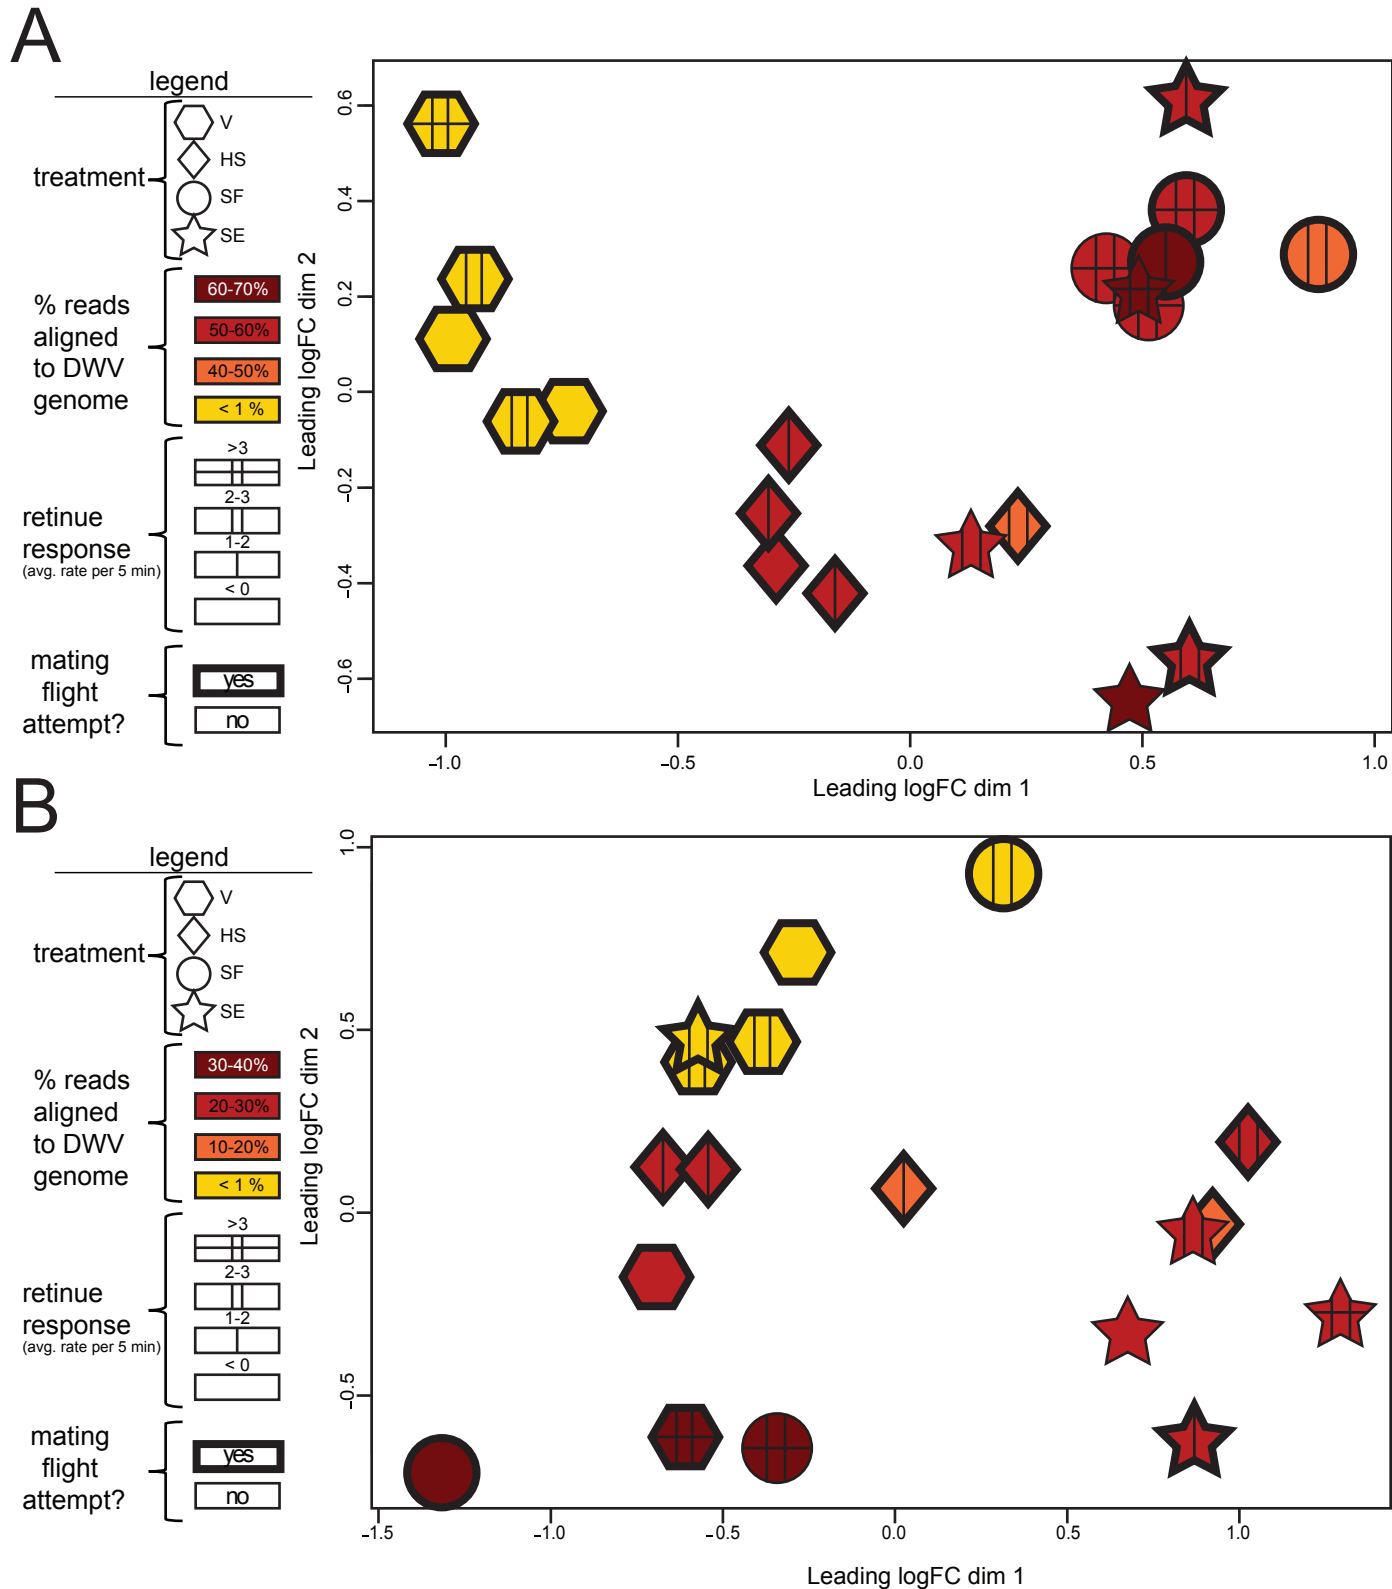

Supplemental Figure S1. Multidimensional Scaling (MDS) plot of the top 500 expressed genes of all (A) fat body samples and (B) brain samples generated using Limma in R. Distances between samples are approximations of typical (root-mean-square) log<sub>2</sub>-fold-change between the samples. Samples that are clustered closer to each other have less dissimilar expression profiles than samples that are located farther apart. Different shapes represent the different treatments: untreated virgin queens (V), queens injected with Hayes Solution (HS), seminal fluid-injected queens (SF), and semen-injected queens (SE). (Colors represent the percent of reads from each sample that aligned to the Deformed Wing virus genome. Line patterns within the shapes represent the average number of workers attenuating each queen per five minutes. Shapes with thick outlines represent queens that attempted a mating flight. (A) The expression profiles of fat body samples tended to cluster by treatment, and fat body samples from queens that were injected by semen or seminal fluid tended to cluster together. The % number of fat body reads aligning to the DWV genome were categorized into very high (>60% reads), high (50-60%), moderate (40-49%), and low (<1%). There were no samples that had DWV % alignment rates between 1-39%. (B) The expression profiles of brain samples appeared to cluster by percent of reads aligning to the DWV genome. The % number of fat body reads aligning to the DWV genome were categorized into very high (>30% reads), high (20-29%), moderate (0-19%), and low (<1%). When excluding samples with low rates of DWV genome alignment (>1%), samples appeared to cluster more so by treatment along the Y-axis, so differential expression analysis with Limma excluded this subset of samples.

1 **Injection of seminal fluid into the hemocoels of honey bee queens (*Apis mellifera*)**  
2 **can stimulate post-mating changes**  
3  
4

5 W. Cameron Jasper<sup>1†</sup>, Laura M. Brutscher<sup>1†</sup>, Christina M. Grozinger<sup>2</sup> and Elina L. Niño<sup>1\*</sup>  
6

7
9

10
12

13 <sup>†</sup> Co-first authors  
14

21  
22

# Supplementary material for: Injection of seminal fluid into the hemocoel of honey bee queens (Apis mellifera) can stimulate post-mating changes
**Source:** Sci Rep. 2020 Jul 20;10:11990. doi: 10.1038/s41598-020-68437-w
**Supplement:** Supplementary file 2 — Supplementary figure 2

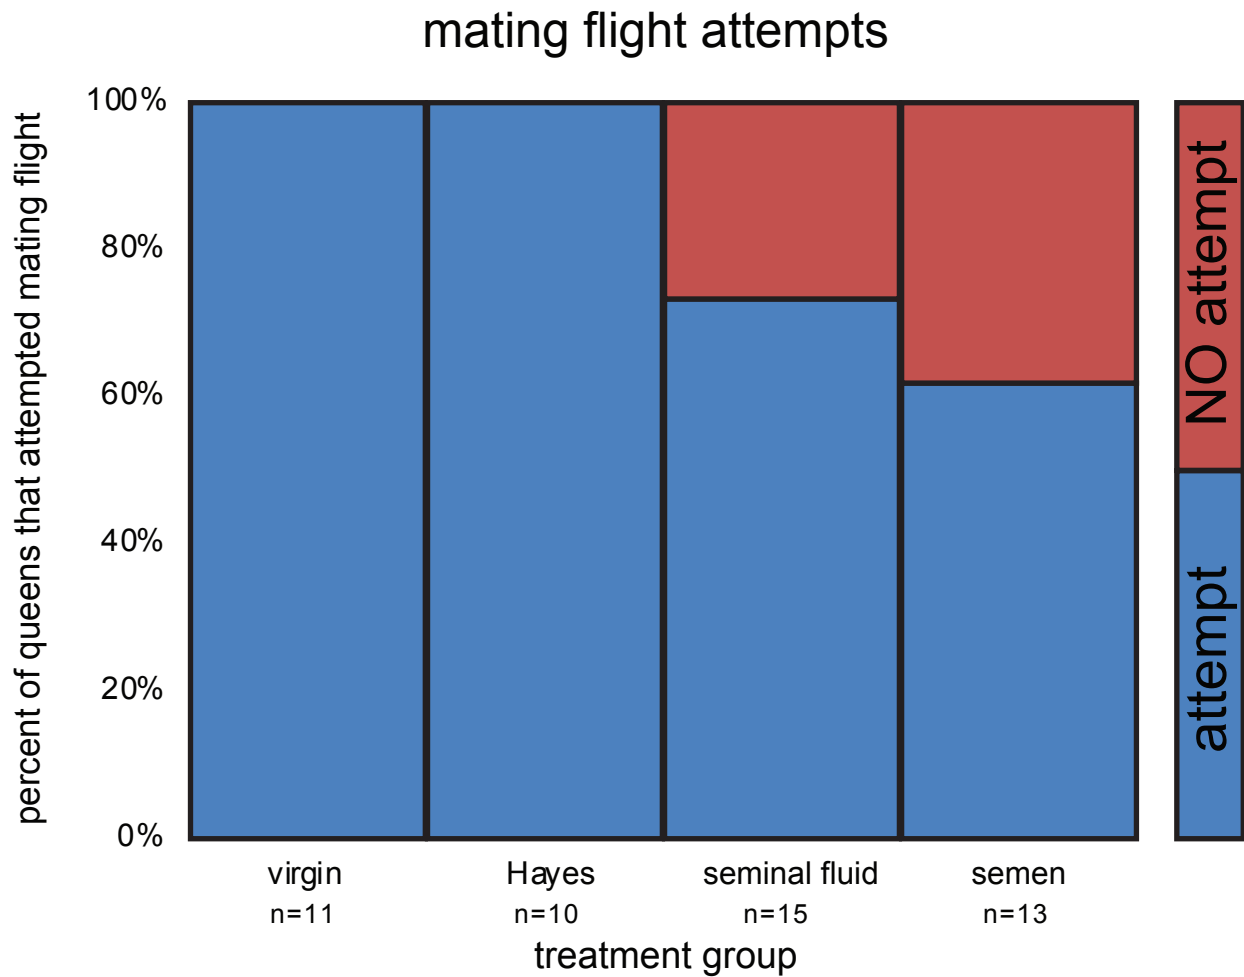

Supplemental Figure S2. Queen Mating Flight Attempts (sexual receptivity). Queens injected with semen or seminal fluid (grouped) have reduced sexual receptivity compared to virgin queens and queens injected with Hayes (grouped) (chi-square (Pearson) = 8  $\chi^2$  = 19.61, df=1, P = 9.486e-06). Blue represents queens that attempted a mating flight and red represents queens that did not attempt a mating flight.

1 **Injection of seminal fluid into the hemocoels of honey bee queens (*Apis mellifera*)**  
2 **can stimulate post-mating changes**  
3  
4

5 W. Cameron Jasper<sup>1†</sup>, Laura M. Brutscher<sup>1†</sup>, Christina M. Grozinger<sup>2</sup> and Elina L. Niño<sup>1\*</sup>  
6

7
9

10
12

13 <sup>†</sup> Co-first authors  
14

21  
22

# Supplementary material for: Injection of seminal fluid into the hemocoel of honey bee queens (Apis mellifera) can stimulate post-mating changes
**Source:** Sci Rep. 2020 Jul 20;10:11990. doi: 10.1038/s41598-020-68437-w
**Supplement:** Supplementary file 3 — Supplementary figure 3

### worker retinue response assay

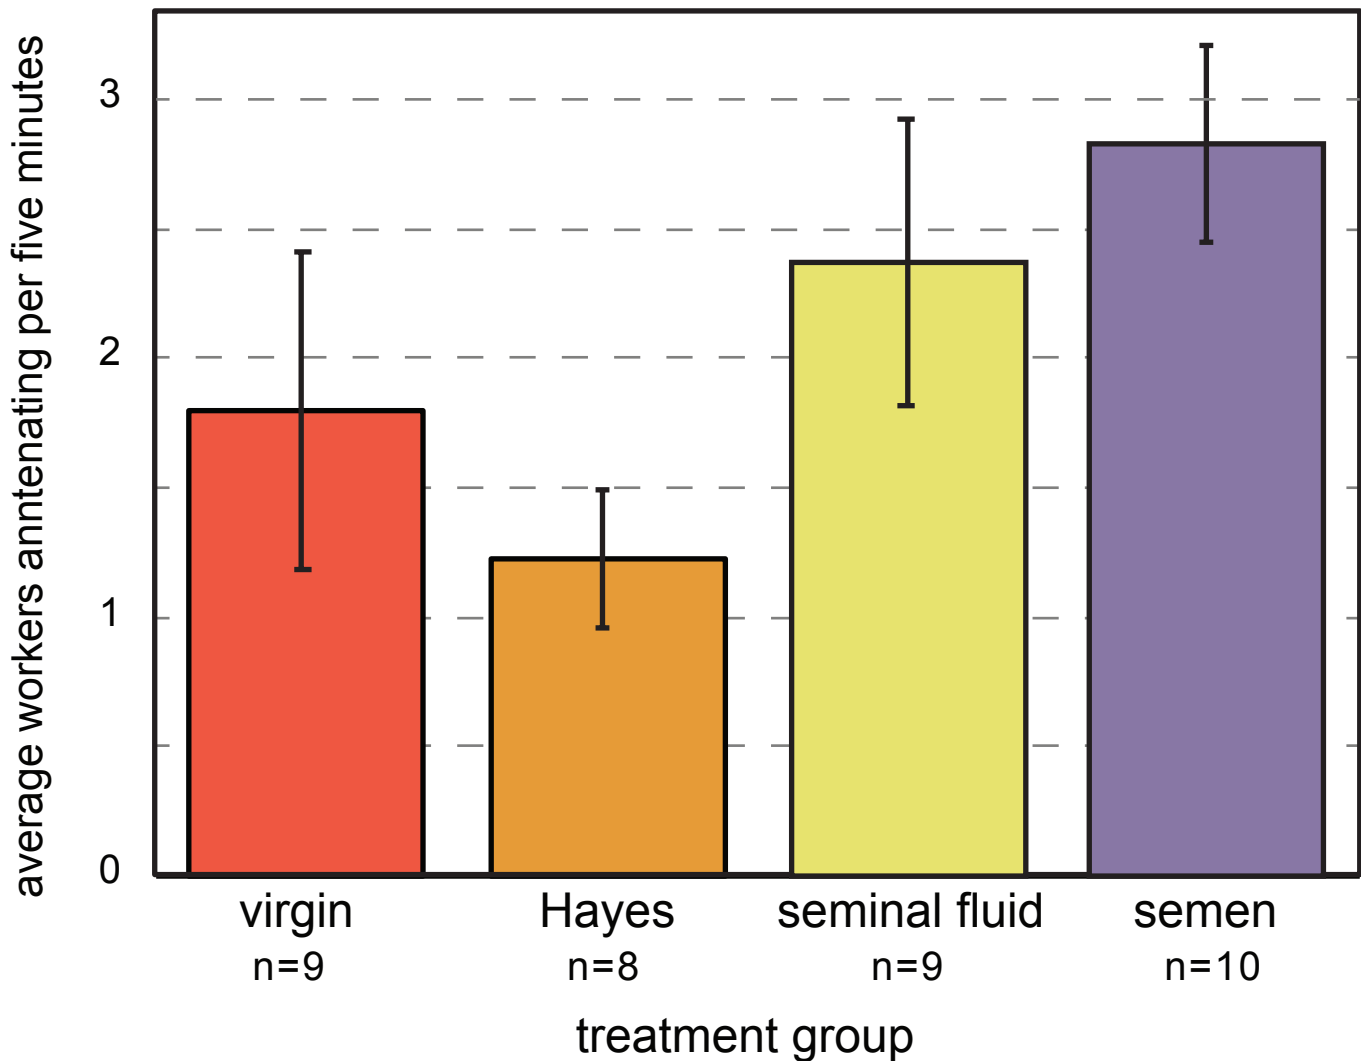

Supplemental Figure S3. Worker retinue response assay. Workers tended to be more attracted to both seminal fluid- and semen-injected queens than Hayes-injected queens, but this was not significant for SF queens (Repeated measures ANOVA followed by post-hoc Pairwise t-tests; Bonferroni adj. p-values=0.106, 0.042). However, upon excluding virgins from analysis, there is a significant difference between SF and SE queens as compared to HS queens (Repeated measures ANOVA followed by post-hoc Pairwise t-tests; Bonferroni adj. p-values=0.049, 0.019). Error bars represent standard error of the mean.

1 **Injection of seminal fluid into the hemocoels of honey bee queens (*Apis mellifera*)**  
2 **can stimulate post-mating changes**  
3  
4

5 W. Cameron Jasper<sup>1†</sup>, Laura M. Brutscher<sup>1†</sup>, Christina M. Grozinger<sup>2</sup> and Elina L. Niño<sup>1\*</sup>  
6

7
9

10
12

13 <sup>†</sup> Co-first authors  
14

21  
22

# Supplementary material for: Injection of seminal fluid into the hemocoel of honey bee queens (Apis mellifera) can stimulate post-mating changes
**Source:** Sci Rep. 2020 Jul 20;10:11990. doi: 10.1038/s41598-020-68437-w
**Supplement:** Supplementary file 4 — Supplementary figure 4

1 **Injection of seminal fluid into the hemocoels of honey bee queens (*Apis mellifera*)**  
2 **can stimulate post-mating changes**  
3  
4

5 W. Cameron Jasper<sup>1†</sup>, Laura M. Brutscher<sup>1†</sup>, Christina M. Grozinger<sup>2</sup> and Elina L. Niño<sup>1\*</sup>  
6

7
9

10
12

13 <sup>†</sup> Co-first authors  
14

21  
22

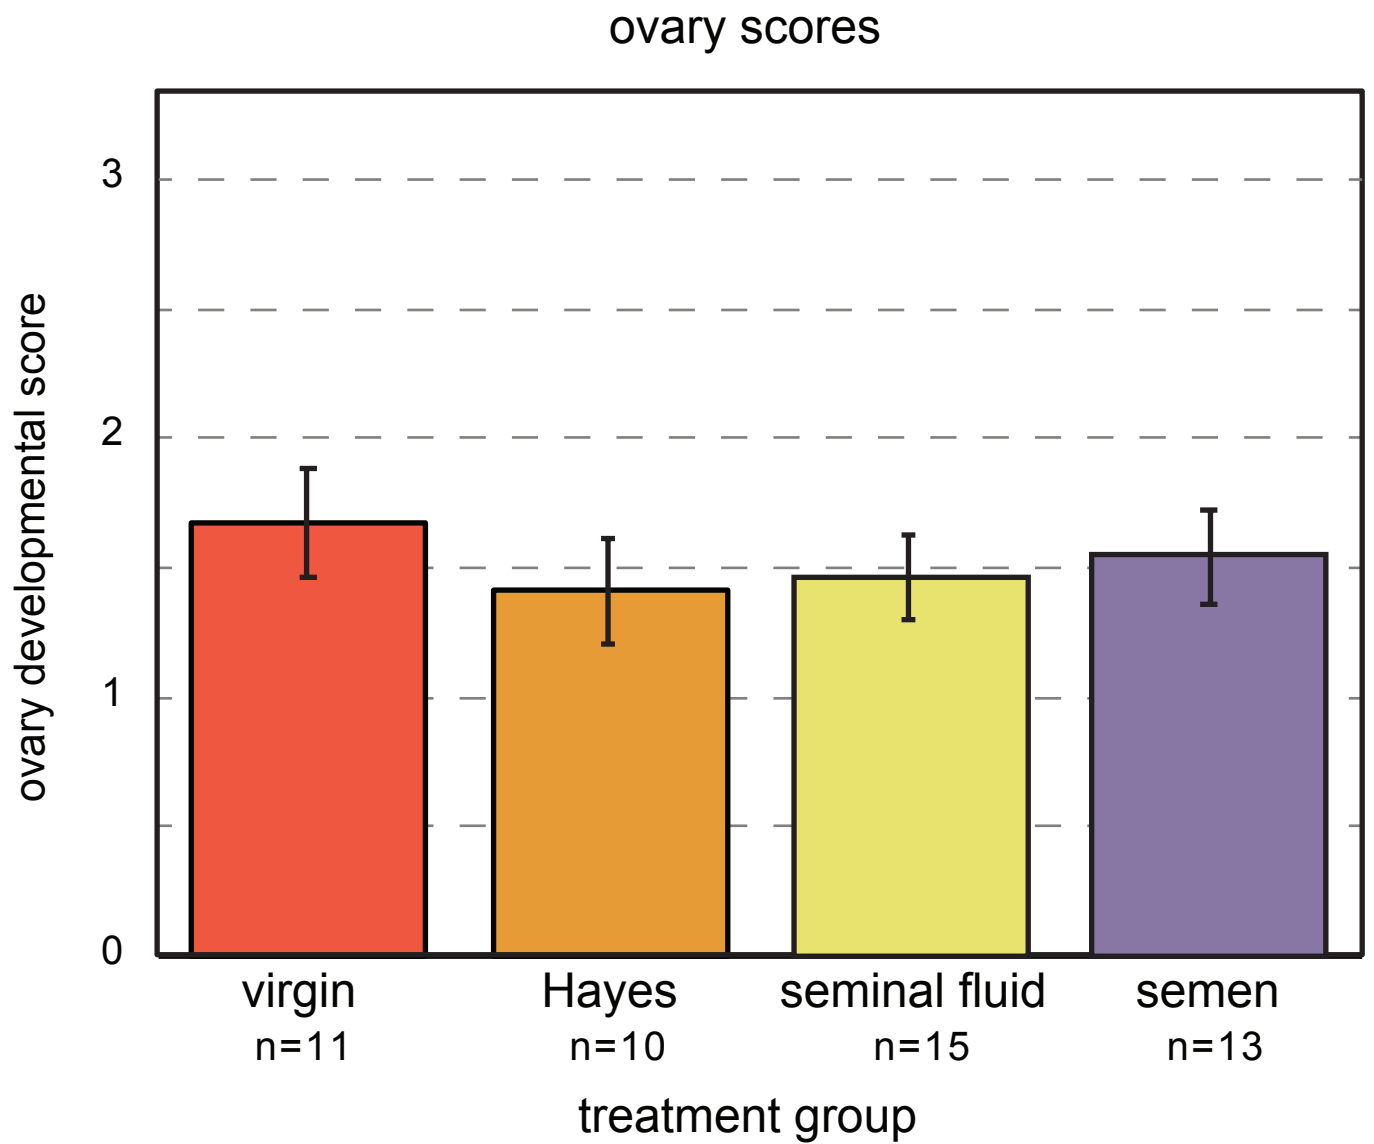

Supplemental Figure S4. Ovary developmental scores of queens injected with Hayes solution, seminal fluid, or semen and queens that were not treated (virgin). Ovaries were dissected and assessed for no development (score=1), thickening of ovarioles (score=2), presence of developing eggs (score=3), and presence of fully developed eggs (score=3). Overall, there was no statistical difference in ovary scores amongst the four treatment groups (Non-parametric Kruskal-Wallis test;  $df=3$ , Chi-square value=1.29,  $P=0.73$ ).

# Supplementary material for: Injection of seminal fluid into the hemocoel of honey bee queens (Apis mellifera) can stimulate post-mating changes
**Source:** Sci Rep. 2020 Jul 20;10:11990. doi: 10.1038/s41598-020-68437-w
**Supplement:** Supplementary file 5 — Supplementary figure 5

*serine protease snake* expression

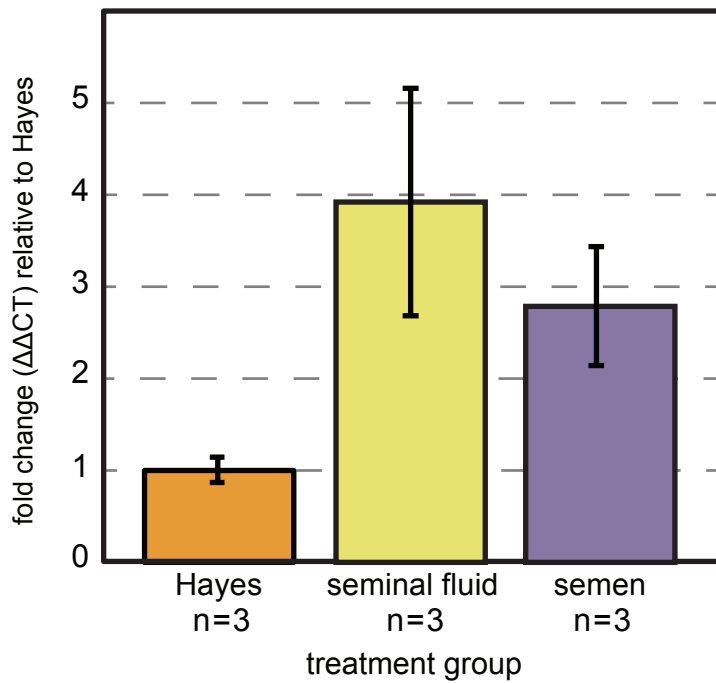

*LOC408643* expression

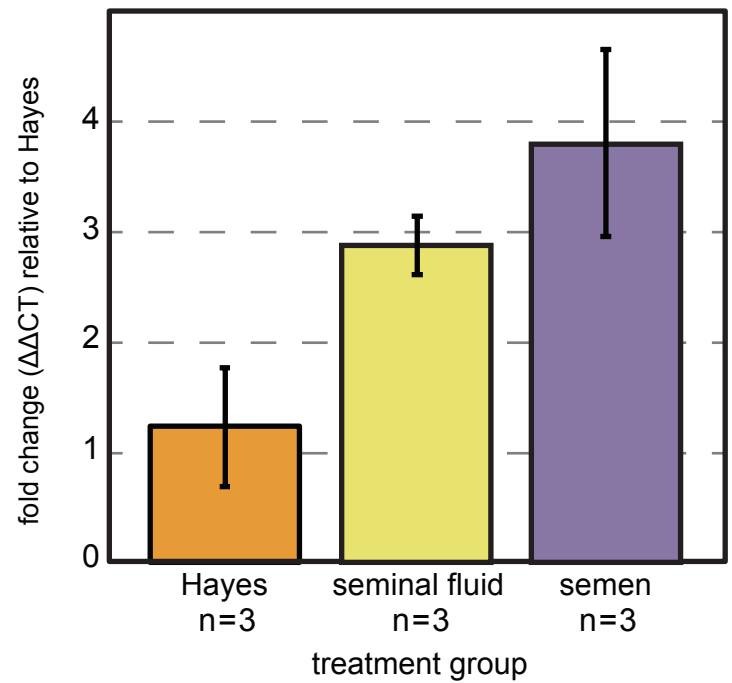

*antitrypsin* expression

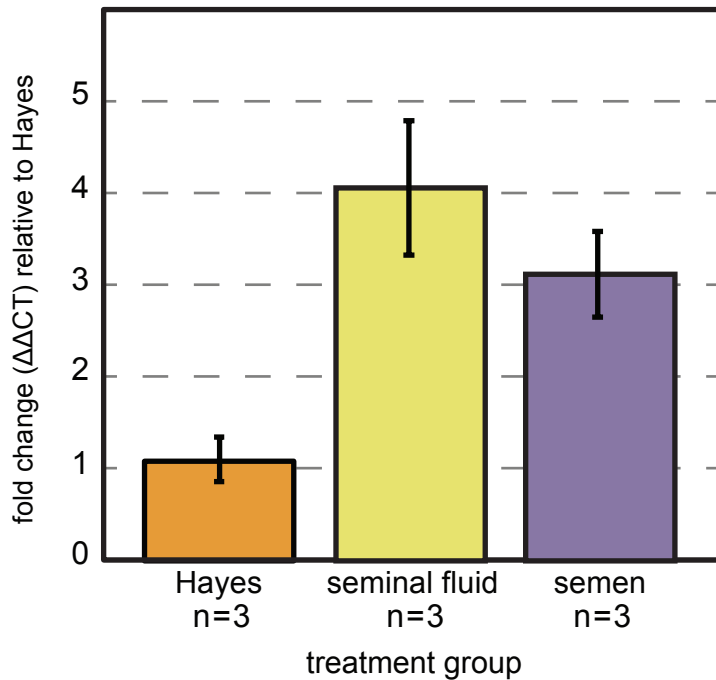

*LOC409674* expression

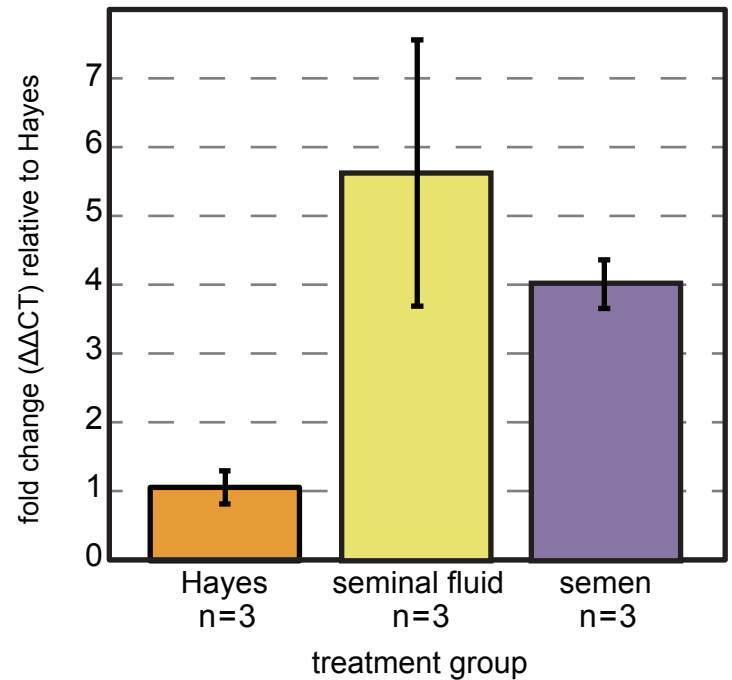

Supplemental Figure S5. qPCR validation of four genes that were determined to be differentially regulated via RNAseq. Based on RNAseq analysis of queens that were injected with Hayes solution (control), seminal fluid, or semen, *serine protease snake*, *LOC408643*, *antitrypsin*, and *LOC409674* were upregulated in both seminal fluid and semen-injected queens as compared in Hayes-injected queens. qPCR was then used to further validate these results by designing primers against the four genes and normalizing their expression against the housekeeping gene *Rpl8* ( $\Delta CT$ ) and then normalizing all  $\Delta CT$ s against the average Hayes  $\Delta CT$  using the  $\Delta\Delta CT$  method. Bars represent standard error of the mean.

1 **Injection of seminal fluid into the hemocoels of honey bee queens (*Apis mellifera*)**  
2 **can stimulate post-mating changes**  
3  
4

5 W. Cameron Jasper<sup>1†</sup>, Laura M. Brutscher<sup>1†</sup>, Christina M. Grozinger<sup>2</sup> and Elina L. Niño<sup>1\*</sup>  
6

7
9

10
12

13 <sup>†</sup> Co-first authors  
14

21  
22

How the deposited data were processed for this re-analysis (not part of the article)

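RNA from the brains and fat bodies of virgin queens (V) and of queens injected with Hayes solution (HS), seminal fluid (SF) or semen (SE) was sequenced in 38 libraries, 18 from brains and 20 from fat bodies. The authors trimmed the reads, aligned them to the bee genome and to the Deformed Wing Virus (DWV) genome, and deposited the raw counts of reads that HTSeq assigned to each of 12332 genes, without normalization. The last rows of the deposited counts hold the reads that were not assigned, from which the share not aligned to the bee genome was computed. The percentages of reads aligned to DWV were taken from Table S1, since no viral counts were used here.

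Each library was assigned to its tissue, treatment and queen from its label. The fat body comparisons used the 15 injected libraries, and the brain comparisons used the 11 that the paper retained (5 HS, 2 SF and 4 SE). S83 and SP16 were left out of the brain set as in the paper, and added back in an alternative. Reads counted on genes ranged from 4832119 to 13212533 per library in these fat bodies and from 8699477 to 22557703 in these brains. They ranged from 16332047 to 29963718 in virgin fat bodies and from 15061113 to 23227424 in virgin brains. The precision of each mean is given as the SD between libraries, and that of each log2 fold change as its standard error.

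Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were retained with filterByExpr at a minimum count of 20, and library sizes were scaled by TMM. Groups were compared with the quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed genes (DEGs). The injected groups of a tissue were fitted together, and the virgin queens were added for comparisons with them. The difference of an effect between tissues was tested as an interaction in 26 libraries without the queen as a block, and in an alternative with it, in the 22 libraries of queens with both tissues. Clustering was tested by PERMANOVA on the distances behind the MDS plot. All assignments of libraries to groups were enumerated for it, in place of the random permutations that had been planned.

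The alternatives were DESeq2 1.42.0, limma-voom and limma-trend (limma 3.58.1), median-of-ratios factors or library sizes alone in place of TMM, other filters on low counts, only the groups compared, the virgin queens added, the sequencing lane or the log10 of the DWV percent as a covariate, all mapped brain libraries, other distances for the clustering, and each library left out in turn. For the interaction, each queen was left out in turn in place of each library. These alternatives and the main tests were chosen before the data were examined. The shift of the median gene under each scaling and the adjustment over the genes of Table 2 alone were computed after the results were seen. The genes named are those that the paper names in its Results or Discussion as measured in these libraries, and, for comparisons with virgin queens and for the interaction, the 3 genes with the smallest p. Beyond these, *LOC724187* was named after its values were seen, and *LOC410537* and *LOC408329* for their rank among shared brain DEGs.

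The steps were tested on simulated data, without lane or DWV effects, with 200 changed genes drawn from well-counted genes. In fat bodies 200 of them were called and 6.98% of the calls were on unchanged genes. In brains 199 were called, with 4.78% of the calls on unchanged genes. All changed genes were shifted by the same amount, which is larger than the change of many genes named here. These shares therefore do not show how many smaller changes, or changes of genes with few reads, would be called. The comparison with no change gave 0 calls in fat bodies and 1 in brains. DESeq2 made 11.5% and 15.7% of its calls on unchanged genes. Whether any library was a copy of another was checked over 73 pairs of replicates, and the most alike pair had a chi-squared per degree of freedom of 16.3. Ribosomal and proteasome genes were not tested as sets, since no table of gene descriptions was used here. Flight, retinue, ovary and qPCR measurements were not analysed here.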

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

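Of the tests in this part, that of the HS fat body H74 was chosen only after its values were seen.

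In groups of 4 to 5 libraries, a library was singled out when its gap to the nearest other took a large share of the whole range (Dixon's test), which by chance happens in about 1 in 20 groups. Of 188 groups, 15 held such a library, against 9.4 by chance. Among 160 groups of values of named genes there were 12, against 8, and among 28 groups of library measures 3, against 1.4. In fat bodies, the SE queen S38 had 10.2 CPM of *LOC100578611*, against 7.66 to 8.19 in the others, and 168 CPM of *trehalose transporter Tret1-like*, against 59 to 74.1. The SE queen S29 had 11.4 CPM of *scavenger receptor class B type 5*, against 7.98 to 8.76. The SF queen SP35 had 48.5 CPM of *glucosinolate sulphatase*, against 17 to 23.4. The SF queen SP16 had 127 CPM of *RNA-binding protein 38-like*, against 86.5 to 95.7, and 75.1 CPM of *dehydrogenase/reductase SDR family member 11-like*, against 112 to 120. In brains, the SE queen S27 had 56.5 CPM of *integrin beta-PS-like*, against 39.8 to 40.8, and the SE queen S38 had 2.98 CPM of *sex peptide receptor*, against 3.73 to 3.86. No explanation other than chance was weighed for these single values.

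The HS fat body H74 had 3700 CPM of *antitrypsin*, against 1180 to 1600 in the other HS queens, 50.1 CPM of *guanine nucleotide-binding protein G(i) subunit alpha*, against 24.9 to 28.3, 156 CPM of *LOC408643*, against 92 to 102, and 105 CPM of *FATP4*, against 299 to 370. A candidate explanation is a mixed or mislabelled sample. Over the genes called with the library left out, the slope of its deviation on the mean effect of SF and SE was 0.682 for H74 (727 genes), against -0.119 to 0.164 for the other 4 HS queens (90 to 278 genes). With 5 queens, 1 of 5 is the smallest share that this comparison can give, and the test was written for a pattern seen in the same data. The values therefore cannot be told apart from a mixed or mislabelled sample, nor from a queen that differed from the others by chance. H74 also had the second highest share of reads aligned neither to the bee genome nor, in Table S1, to DWV (21.9%, 38 libraries), and whether these came from another organism was not tested. The design gives no biological explanation to test, and H74 was kept in its group.

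The SE brain S83 had 4.05% of its reads not aligned to the bee genome, against 28.2 to 35.3 in the other SE brains, and 0.1% of DWV reads in Table S1, against 24.7 to 29.7. The paper left this library out for its DWV alignment. In the virgin fat body C49, the 10 genes with the most reads took 22.9% of the counts, against 18.1 to 18.7 in the other virgin fat bodies. No biological explanation was tested for these values.

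The effect against HS queens differed between brain and fat body for 35 genes with SF and 38 with SE (interaction, edgeR). For the named genes among them, the log2 fold change in brain minus that in fat body with SF was -1.54 for *peroxidase*, 1.89 for *LOC100578611*, 2.31 for *cathepsin L1*, 3.76 for *Mth2-like*, 1.84 for *innexin shaking-B*, 1.74 for *LOC113219268*, 1.36 for *LOC724580*, 1.82 for *acetyl-CoA carboxylase-like* and 1.41 for *LOC551572* (adjusted p from 0.000331 to 0.0499). With SE it was -1.22 for *peroxidase*, -1.13 for *inorganic phosphate cotransporter-like*, 1.26 for *neprilysin-4*, 1.3 for *LOC100578611*, 2.32 for *WAS/WASL-interacting protein family member 3*, 2.27 for *cathepsin L1*, 3.6 for *Mth2-like*, 1.51 for *innexin shaking-B*, 2.02 for *LOC113219268*, 1.7 for *ABCG5*, 1.12 for *LOC408570*, 1.52 for *FATP4*, -1.22 for *LOC725093* and 3.17 for *LOC552190* (adjusted p from 0.00063 to 0.0497). Of the splits of the SE and HS queens into groups of the same sizes, 1 of 100, the real one, gave as many genes for SE, and the highest other gave 36. Splits were not run for SF, which had 2 brain libraries. A difference in DWV reads or in lanes between the tissues was not tested for the interaction, and the pattern cannot be told apart from it.

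With the queen as a replicate block, the interaction gave 2 genes for SF and 30 for SE, of which 2 and 18 were called without the block. On the pairing, the deviations of brain and fat body from their group means had a mean r of 0.134 over 11 pairs of tissues from the same queen, and of -0.0337 over 44 pairs from other queens of the group (8085 genes). The block fit also used fewer libraries, and which of these lowered the SF count was not tested.

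The paper lists comparisons with virgin queens among those conducted and gives no counts of DEGs for them in fat bodies. Against virgin fat bodies, 641 DEGs were found in HS, 2361 in SF and 2804 in SE fat bodies. In each of these comparisons 1 of 100 splits, the real one, gave as many, and the highest other split gave 137, 884 and 1849. DWV reads in place of the injection are a candidate explanation, since they made up at most 0.15% in virgin and at least 46.6% in injected fat bodies. Over the 627 DEGs of HS queens also tested in brains, the fold changes had an r of 0.372 with those of virgin brains with DWV reads against virgin brains without, and 422 had the same direction, across genes, which are not independent replicates. The 2 virgin brains with DWV reads are those of C20 and C49, whose libraries may have been exchanged (other observations), in which case this r would reflect the injection. The difference from virgin queens cannot be told apart from an effect of DWV.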

How the results depend on the processing

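Of the tests in this part, the shift of the median gene under each scaling was computed only after the results were seen. The cause was not tested for any change given here. DESeq2 gave 342 DEGs for SF and 666 for SE against HS fat bodies, 1180 for SF and 487 for SE against HS brains, 737 for SE against SF brains, 219 and 213 shared DEGs in fat bodies and brains, and 22 in all 4 lists. In all 18 brain libraries it gave 9 for HS against V, 2 for SE against V, 6 for SF against HS, 36 for SE against HS and 9 for SE against SF. With limma-trend, SE against SF brains gave 55. With library size alone, SE against SF brains gave 789, and SE against HS in all brain libraries gave 0 (1062 at an unadjusted p under 0.05).

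With only the groups compared, SF against HS brains gave 276, SE against SF brains 348, fat bodies 58 shared DEGs and all 4 lists 2. With virgin queens added, SF against HS fat bodies gave 223, SE against HS brains 31, brains 12 shared DEGs and all 4 lists 2. With the lane covariate, SF and SE against HS gave 5 and 64 in fat bodies and 63 and 23 in brains, SE against SF brains 91, fat bodies and brains 5 and 4 shared DEGs, all 4 lists 0, and SE against HS in all brain libraries 0 (809 unadjusted). With the DWV covariate, SF against HS fat bodies gave 338, SF and SE against HS brains 13 and 46, SE against SF brains 1, fat bodies and brains 169 and 8 shared DEGs, and all 4 lists 1. In all brain libraries it gave 107 for HS against V, 140 for SF against HS and 112 for SE against HS, and in HS, SF and SE against V fat bodies 0, 0 and 0 (1102, 1140 and 1116 unadjusted). In these fat bodies the DWV reads separate virgin from injected queens completely, so that the covariate nearly repeats the comparison, and the counts of 0 show nothing about either.

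With all mapped brain libraries, SF against HS, SE against HS and SE against SF gave 0, 0 and 0 (877, 1053 and 670 unadjusted), brains and all 4 lists had 0 and 0 shared DEGs, and the R2 of the brain clustering was 0.222 (exact permutation p = 0.156). The tissue interaction gave 7 genes for SF and 24 for SE. For SF it gave 2 with a replicate block, 20 with median-of-ratios factors and 23 with no filter.

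Library size alone shifted the median log2 fold change of all genes by -0.10 for SF against HS fat bodies and by 0.12 for SE against SF brains. The DEGs higher and lower became 39 and 152 for SF and 63 and 202 for SE against HS fat bodies, 240 and 604 for SF and 103 and 55 for SE against HS brains, 559 and 230 for SE against SF brains, 24 and 101 among shared fat body DEGs and 383 and 209 for HS against V fat bodies.

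With 1 library left out at a time, the counts ranged from 41 to 377 for SF and from 76 to 612 for SE against HS fat bodies, from 289 to 756 for SF and from 42 to 132 for SE against HS brains, from 8 to 353 for SE against SF brains, from 30 to 262 and from 27 to 69 for shared DEGs in fat bodies and brains, and from 1 to 16 for all 4 lists. In all brain libraries they ranged from 0 to 1 for HS, from 0 to 132 for SF and from 0 to 1 for SE against V, from 0 to 365 for SF and from 1 to 6 for SE against HS and from 0 to 178 for SE against SF. Against V fat bodies they ranged from 344 to 967 for HS, from 1895 to 2572 for SF and from 2221 to 3105 for SE. For the interaction 1 queen was left out at a time, and the counts ranged from 6 to 103 for SF and from 20 to 84 for SE. The clustering R2, with 1 library left out, ranged from 0.252 to 0.302 in fat bodies and from 0.406 to 0.467 in brains. SE against SF fat bodies gave 0 DEGs under each alternative run, from 134 to 547 genes having an unadjusted p under 0.05 in the fits on all libraries.

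Among named genes, 1 value reversed. *LOC411894* in HS against V fat bodies had a log2 fold change of 1.83, and of -6.69 with the DWV covariate (adjusted p = 0.486, against 6e-22 to 0.486 over its 7 alternatives). This is the fit in which the covariate nearly repeats the comparison, so that the value is an unstable estimate and no sign of a reversed effect. Of the other values of named genes, 449 fell short of the threshold that they had passed, 34 came to pass it, 11 without a test moved, and 2879 had the same direction and side of it. Of the fits for counts and clustering, 386 gave values near those reported, 145 gave values that moved away from them and 1 gave a weaker clustering.

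The sets of ribosomal and proteasome genes were planned and not run, since no table of gene descriptions was used here. The comparisons of SF brains rest on 2 libraries, neither of which was left out, so the size of that group limits what leaving out libraries can show.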

Differences from the paper's values

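Of the tests in this part, that of the spread of SE brains was not among those planned. For genes higher in SE than in HS fat bodies, the paper's Table 1 gives 194, and 122 were found here. Of the alternatives set before the data were examined, DESeq2, limma-voom, the virgin queens added, the DWV covariate and 3 of 15 fits that left out 1 library brought the count near enough not to be taken as a difference, and the others did not. With limma-voom 148 genes were higher and 194 lower, so that the paper's number was reached for the genes lower in SE queens and not for those higher. This fit called 131 and 342 genes in SF and SE fat bodies, the paper's totals, with log2 fold changes within 4.98e-06 of the paper's in Tables S2 and S3. For genes higher in SE than in SF brains, the paper's value is 194, and 39 were found here. Only DESeq2, of the alternatives set before the data were examined, came as near (166 higher and 571 lower). For genes lower in SE than in SF brains, the paper's value is 40, and 163 were found here. As near came limma-trend (10 higher and 45 lower) and 3 of 9 fits that left out 1 library, and not the others. With limma-voom 39 genes were higher and 192 lower in SE than in SF brains, which lies near the paper's 2 counts in the opposite order.

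For the Kruskal–Wallis tests of DWV alignment in all libraries, the paper's chi-squared in fat bodies is 19 (the paper's p = 0.3285). With the treatment as the group it was 4.17 here over the 15 injected libraries, without the virgin queens (exact p = 0.127). In brains the paper's chi-squared is 16.699, and it was 1.69 here over the 13 injected libraries. For the subset, the paper's chi-squared in fat bodies is 11.2 (the paper's p = 0.5941), against the same test of 15 libraries here, with 4.17 (exact p = 0.127). In the subset of brains, the paper's p is 0.4405, against an exact p of 0.0101 here. None of the alternatives set before the data were examined applied to these tests.

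The paper found no DEGs in its first comparisons of brains, and SE against HS gave 2 here. Library size alone and the lane covariate gave 0 and 0 (1062 and 809 genes at an unadjusted p under 0.05). All shared brain DEGs of the paper changed in one direction, while *LOC724187*, named here after its values were seen, had a log2 fold change of 0.63 in SF (adjusted p = 0.0414) and -0.72 in SE queens (adjusted p = 0.0328). In all 4 lists, 6 genes were found here, with *integrin beta-PS-like* and *LOC410515* beyond those that the paper names. limma-voom gave 4, as did at least 20 counts in every library (4) and fits that left out S24 (fat body), H53 (brain), H74 (brain), the number that the paper gives. The paper describes SE brains as spread farther on an axis of its plot. Over all distances of the plot, the mean distance between SE brains minus that within the other groups was -0.225 here (permutation p = 0.0182). This p treats distances that share pairs as independent, so that it may be too small.

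The paper calls *antitrypsin* in SE fat bodies, which was not called here (log2 fold change 0.94, adjusted p = 0.0514, 0.00601 to 0.104 over the alternatives). It was called by DESeq2, limma-voom, limma-trend, the virgin queens added, the DWV covariate and 2 of 15 fits that left out 1 library. The paper calls *LOC724580* in SE brains, which was not called here (log2 fold change 1.04, adjusted p = 0.0624, 0.000379 to 0.429 over the alternatives). It was called by DESeq2, limma-trend, library size alone and 1 of 11 fits that left out 1 library. The paper calls *LOC408643* in SF fat bodies, which was not called here (log2 fold change 0.94, adjusted p = 0.0549, 0.00473 to 0.488 over the alternatives). It was called by DESeq2, limma-voom, only the groups compared, the virgin queens added, the DWV covariate and 4 of 15 fits that left out 1 library. The paper gives *Csp1* as lower in SF and SE queens, and in fat bodies it was called in neither (SF: log2 fold change -1.0, adjusted p = 0.0854, 0.0145 to 0.365 over the alternatives; SE: log2 fold change -1.01, adjusted p = 0.0538, 0.00874 to 0.15 over the alternatives). In SF it was called by DESeq2, library size alone, the virgin queens added, the DWV covariate and 0 of 15 fits that left out 1 library, and in SE by DESeq2, limma-voom, library size alone, the virgin queens added, the DWV covariate and 5 of 15 fits that left out 1 library. The paper detected transcripts of the sex peptide receptor in fat bodies, and its highest count there was 14 reads in the libraries used here, so that it did not pass the filter.

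By mean log2 fold change, the 10 shared DEGs with the largest increase in fat bodies included *LOC724126* and *LOC102655893*, and those with the largest decrease *LOC408564*. In brains the former included *LOC410515* and *LOC410537* and the latter *LOC408329*. None of these is among the 10 genes that the paper gives for that tissue and direction, although it names some of them elsewhere.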

Other observations

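Of the tests in this part, those of Table S1, Table 1 and the Kruskal–Wallis tests and the splits of the shared fat body DEGs were chosen only after the results were seen, and further forms of the matching of queens were chosen while looking at its results.

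Other splits of the same libraries into groups of the same sizes were fitted in the same way, and the counts here include the real split. For SF against HS fat bodies, 2 of 100 splits gave as many DEGs. The other one gave 177, with H74 and SP76 exchanged and 1 lane in both groups, against 2 in the real split. For SE against HS fat bodies 1 of 100 gave as many, and the highest other gave 242, with H74 and S38 exchanged. For shared fat body DEGs it was 1 of 100 (highest other 3), and for SE against HS brains 1 of 100 (highest other 39). For SE against SF fat bodies, with 0 DEGs and 438 genes at an unadjusted p under 0.05, it was 100 of 100. In all brain libraries it was 5 of 100 for the 2 DEGs of SE against HS (highest other 37). The comparisons there with 0 DEGs had 100 of 100 for HS against V (522 unadjusted), 100 of 100 for SE against V (670), and 56 of 56, 56 of 56 and 56 of 56 for SF against V (364), SF against HS (822) and SE against SF (662), which a count of 0 fixes in advance.

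The log2 fold changes of SF and SE fat bodies against HS had an r of 0.807 across genes, which are not independent replicates, and share their HS libraries. With separate HS libraries the median r was 0.571 (0.445 to 0.651 over 20 assignments). Simulated data without change gave 0.0339 with separate and 0.496 with the same HS libraries. The shared libraries may therefore account for part of the r, but not for all of it.

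SF brains gave more DEGs against HS than SE brains did (716 and 112). A group of only 2 libraries is a candidate explanation. The 10 pairs of HS brains against the other 3 gave at most 10 DEGs (median 0). These pairs were set against 3 libraries and the SF pair against 5, so they speak only in part against it. Another candidate explanation is a higher DWV load in the 2 SF libraries. Across the 716 genes, the slope on the DWV percent in HS and SE brains had an r of 0.264 with the SF effect, which 961 of 2880 permutations reached (exact one-sided p = 0.334). The deviations of the 2 virgin brains with DWV reads had an r of 0.587 and 0.557 with the SF effect. These are the brains of C20 and C49, and if they were exchanged with those of injected queens (next paragraph), these values would reflect the injection. The larger SF count cannot be told apart from an effect of DWV.

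In 4 queens (C20, C49, S83 and SP16) 1 tissue had over 1% of DWV reads in Table S1 and the other had not. A mislabelled sample, with brain libraries exchanged between queens, was tested by matching each brain to the fat body most alike in its deviations. In 3 of 8 forms of the matching, most of these 4 brains matched another queen and most of the other 14 matched their own. Over the forms, 3 to 4 of the 4 matched another queen and 3 to 9 of the 14 matched their own. The brain of C49 matched the fat body of SP16 in 8 forms and that of SP16 the fat body of C49 in 7, while the brain of C20 matched S83 in 5 and that of S83 matched C20 in 3. In the forms without centring, the DWV reads alone may give such matches. In the forms centred on the treatment, the brain of S83 matched its own fat body and that of C20 matched C49. Those forms do not favour an exchange between C20 and S83. On simulated data each way of centring matched 16 of 16 unexchanged brains to their own queen and 2 of 2 exchanged brains to the other. There each queen differed alike in both tissues and DWV had no effect, which is easier to match than the real libraries. The simulation therefore does not show how well the matching works here. The pattern cannot be told apart from exchanged libraries, and no biological explanation was tested.

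For SP1 and SP16, the read totals of 4 of 4 libraries were closer to the totals that Table S1 gives for the other queen. Of the reads of the SP1 brain, 61.1% aligned to the bee genome, where the paper's Table S1 gives 92.84% for SP1 and 60.27% for SP16. The DWV percentages of Table S1 do not look exchanged, with 35.5% for the SP1 brain and 0.11% for the SP16 brain, where 38.9% and 6.08% of the reads were not aligned to the bee genome. Whole rows of Table S1 exchanged between the queens would have moved these percentages as well, so that only the totals and the bee alignment lie nearer to the other queen.

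By limma-voom, 148 genes were higher and 194 lower in SE than in HS fat bodies, and 66 were higher and 65 lower in SF. The paper's Table 1 gives 194 up and 148 down, and 65 up and 66 down. The log2 fold changes by limma-voom differed by at most 4.98e-06 and 4.89e-06 from those in the paper's Tables S2 and S3, where 66 are positive and 65 negative in SF, and 139 positive and 185 negative among the 324 given in SE. Table 1 therefore gives the fat body counts of up and down in the reverse of the direction in those tables. In all 131 and 324 of these genes the t statistic in the tables has the sign opposite to the log2 fold change. In brains, limma-voom gave 39 higher and 192 lower for SE against SF, where the paper's Table 1 gives 194 up and 40 down, and the same reading may apply, although these counts are not equal to the paper's. For SF and SE against HS brains it gave 395 and 267 and 49 and 52, in the order of Table 1.

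The degrees of freedom of the paper's Kruskal–Wallis tests are 17, 16, 13 and 10. With DWV rates as the groups and alphabetical treatment codes as the values, the chi-squared and degrees of freedom of 4 of 4 tests were reached, but only across the 2 ways of reading the rate of SP35, with 3 in one and 3 in the other, a choice made after seeing the data. All orders of the codes were looked at before the alphabetical one was kept. The chi-squared of 10, with each library its own group, is fixed by the number of libraries. That of 19 is fixed as well, since with the SP35 rate as written only rates of virgin queens were tied. The 2 ways of reading the rate of SP35 differ in fat bodies, where the rate as written gave 19 in all libraries and 14 in the subset, and the rate as a percent 17.5 and 11.2. These values are consistent with rates having been used as the groups.

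The share of reads that aligned neither to the bee genome nor, in Table S1, to DWV was 40.3% in the brain of H51, 21.9% in the fat body of H74 and 7.53% in the next library, with a median of 3.85% and a lowest value of 1.54% over 38 libraries.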
